# Transcriptional response of cultured porcine intestinal epithelial cells to micro algae extracts in the presence and absence of enterotoxigenic *Escherichia coli*

**DOI:** 10.1186/s12263-019-0632-z

**Published:** 2019-03-19

**Authors:** Marcel Hulst, Rommie van der Weide, Arjan Hoekman, Marinus van Krimpen

**Keywords:** Micro algae, Food/feed additive, Intestinal cells, Gene expression, Enterotoxigenic *Escherichia coli*

## Abstract

**Background:**

Micro algae’s are worldwide considered as an alternative source of proteins in diets for animals and humans. Micro algae also produce an array of biological active substances with potential to induce beneficial and health promoting effects. To better understand the mode of action of micro algae’s when applied as additive in diets, porcine intestinal epithelial cells (IPEC-J2), stressed by enterotoxigenic *Escherichia coli* (ETEC) or under non-stressed conditions, were exposed to micro algae extracts and changes in gene expression were recorded.

**Methods:**

IPEC-J2 cells were exposed for 2 and 6 h to extracts prepared from the biomass of the microalgae *Chlorella vulgaris* (C), *Haematococcus pluvialis* (H), *Spirulina platensis* (S), or a mixture of S*cenedesmus obliques* and *Chlorella sorokiniana* (AM), in the absence and presence of ETEC. Gene expression in cells was measured using porcine “whole genome” microarrays.

**Results:**

The micro algae extracts alone enhanced the expression of a set of genes coding for proteins with biological activity that are secreted from cells. These secreted proteins (hereafter denoted as effector proteins; EPs) may regulate processes like remodelling of the extracellular matrix, activation of an antiviral/bacterial response and oxygen homeostasis in the intestine and periphery. Elevated gene expression of immunostimulatory proteins CCL17, CXCL2, CXCL8 (alias IL8), IFNA, IFNL1, HMOX1, ITGB3, and THBS1 was observed in response to all four extracts in the absence or presence of ETEC. For several of these immunostimulatory proteins no elevated expression was observed when cells were exposed to ETEC alone. Furthermore, all extracts highly stimulated expression of an antisense RNA of the mitochondrial/peroxisome symporter SLC25A21 gene in ETEC-challenged cells. Inhibition of SLC25A21 translation by this antisense RNA may impose a concentration gradient of 2-oxoadipic and 2-oxoglutarate, both metabolites of fatty acid β-oxidation, between the cytoplasm and the interior of these organelles.

**Conclusions:**

Exposure of by ETEC stressed intestinal epithelium cells to micro algae extracts affected “fatty acid β-oxidation”, ATP and reactive oxygen species production and (de) hydroxylation of lysine residues in procollagen chains in these cells. Elevated gene expression of specific EPs and immunostimulatory proteins indicated that micro algae extracts, when used as feed/food additive, can steer an array of metabolic and immunological processes in the intestines of humans and monogastric animals stressed by an enteric bacterial pathogen.

**Electronic supplementary material:**

The online version of this article (10.1186/s12263-019-0632-z) contains supplementary material, which is available to authorized users.

## Background

In the last few decades the potential of micro algae as food/feed additive has been recognised and intensively studied. With respect to protein content and quality, the nutritional value of micro algae is comparable or even better than that of conventional plant proteins or macro algae (seaweed) proteins [1]. Therefore, micro algae’s are worldwide considered as an alternative source of proteins in diets for farm animal and humans. From the estimated number of 30.000 species of micro algae that exist, only a few hundred have been analysed on chemical content, and just a few are produced on an industrial scale. Besides many micro algae’s contain substantial amounts of proteins, they also contain a high concentration of, often unique, biological and chemical substances with potential to induce beneficial and health promoting effects in humans and animals [2–5].

The most researched and applied micro algae species to date are the green algae’s *Chlorella vulgaris* (C) and *Haematococcus pluvialis* (H), and the Cyanobacteria (photosynthetic bacteria) of the genus *Spirulina* (S). Especially substances synthesised by the *Spirulina* cyanobacteria were intensively studied for therapeutic, as well as for prophylactic applications. Substances, or groups of substances derived from micro algae’s that were screened for therapeutic potential comprise lipoproteins, alkaloids, amines, flavonoids, sterols, carotenoids (including xanthophyll’s), essential and non-essential vitamins, omega-3 fatty acids and specific toxic secondary metabolites (toxins) [3, 6]. Dependent on the chemical structure of the substance or group of substances, experimental evidence was provided for cytotoxic, antitumor, antibacterial, antifungal, antiprotozoal, antiviral, immunosuppressive and anti-inflammatory activity, or a combination of these activities [2, 4, 7–9]. With regard to prophylactic effects, the antioxidant activity of carotenoids and flavonoids synthesised by micro algae’s have also been studied intensively [8, 10–15]. The antioxidant activity of xanthophyll’s astaxanthin and fucoxanthin, present in high concentrations in the cell wall of micro algae’s, exceeds that of vitamins with antioxidant properties, like β-carotene, vitamin C, vitamin E [16]. When used as supplement in food, it is assumed that these xanthophyll’s contribute to the prevention of oxidative-stress related autoimmune diseases (e.g. atherosclerosis and rheumatoid arthritis) [8].

Many studies showed that micro algae biomass in diets of farm animals can positively change the physiology of animals and improve overall performance of these animals. Besides the above mentioned antimicrobial effects, it was reported that inclusion of micro algae biomass in diets of cattle and poultry positively affected the immune response in these animals, and thereby, improved their resistance against diseases, the function of their intestines, often coincided with an improved feed conversion ratio of these animals as well. However, it has to be noted that inclusion of micro algae biomass in the diets of farm animals not always induced a positive effect on performance. An extended overview of intervention studies in which farm animals were fed with diets supplemented with micro algae preparations is provided in a public accessible report, “Opportunities for micro algae as ingredient in animal diets” [17].

Enterocytes are the predominant cells lined up in the intestinal epithelial layer. They are responsible for absorption of nutrients from the lumen, and for transport of these nutrients over the epithelial layer into the blood stream. Enterocytes and other types of cells in the epithelial layer are covered by a mucus layer, which functions as the first line of defence in preventing harmful microbes and toxic substances to infiltrate underlying tissues and the blood stream. Besides this absorption and barrier function, enterocytes also play a crucial role in the local immune response. Together with specialised immune cells, enterocytes constantly survey the luminal environment for hostile microbes and toxic residues present in the feed/food or formed after digestion of feed/food [18]. In case “danger signals” are sensed, enterocytes transmit signals to underlying cells/tissues and to the body to activate the innate immune defence as well as adaptive immune mechanisms. Enterocytes also sense and transmit non-hostile (beneficial) signals in order to activate an adequate physiological response in the intestines (or elsewhere in the body) to adapt to changes sensed in the lumen (e.g. secretion of digestive enzymes into the lumen and regulation of intestinal motility) [18]. Transmission of signals by enterocytes into the interior of the intestine, or to the body, is performed by “effector proteins” (EP) and chemicals secreted by enterocytes, i.e. enzymes, products and substrates of enzyme reactions, chemicals (e.g. radicals and neuroactive chemicals), hormones, proteins with a specific function (e.g. growth factors), and immune modulator proteins (cytokines and chemokines).

For farm animals, a well characterised porcine intestinal enterocyte cell line (IPEC-J2) can be cultured in the lab and used for gene expression analysis. These cells closely resemble the digestive and absorptive functions of enterocytes in intestine in vivo*,* making them suitable for studying primary interactions of ingredients/additives with enterocytes by gene expression analysis. It was shown that IPEC-J2 cells are able to produce and secrete an array of effector molecules, i.e. cytokines and chemokines (e.g. interleukins, colony stimulating factors, and tumour necrosis factors), several acute phase response proteins, and many other biological active proteins and metabolites, as a response on an exogenous stimulus [19–23]. Compared to human cell lines derived from tumorous colon tissue (e.g. Caco-2, T84, HT-29 and SW620), IPEC-J2 cells are derived from the small intestine, immunologically more responsive, and are not transformed/tumorigenic. In general, tumorigenic cells are less sensitive for stress and cytotoxic compounds and respond differently to exogenous stimuli due to the constitutive expression of a repertoire of “tumour genes”. IPEC-J2 cells mimic the human physiology more closely than any other cell line of non-human origin, and recent studies showed that these cells proved to be a valuable in vitro model for studying primary interactions of food ingredients/additives, pathogens, drugs and toxic compounds with enterocytes for human purposes (reviewed in reference [24]).

When exposed to a pathogenic bacterium like Enterotoxigenic *E. coli* (ETEC) or *Salmonella*, the cytokine/chemokine production by IPEC-J2 cells and cellular stress-processes activated in these cells, largely reflects that of enterocytes in the intestines [20, 21, 23]. However, pathogenic bacteria like ETEC also supresses the expression of cytokines/chemokines in intestinal epithelial cells to avoid an for the pathogens detrimental innate/inflammatory response [25]. An obvious disadvantage of using cultured IPEC-J2 enterocytes for gene expression analysis is the lack of cross-talk between enterocytes, digesta, microbiota, and other types of cells present in the intestines or infiltrating the intestine from the blood flow. Nevertheless, from a welfare and financial point of view, IPEC-J2 cells are an easy to apply and animal friendly tool to measure the immediate-early responses of enterocytes to numerous biological active ingredients/additives and diet formulations [21, 22].

Using gene expression analysis we determined which biological processes and cognate secreted EP’s were activated or silenced in IPEC-J2 enterocytes after exposure to liquid extracts prepared from dried biomass of *Chlorella vulgaris* (C), *Haematococcus pluvialis* (H), *Spirulina platensis* (S) or a mixture of S*cenedesmus obliques*. and *Chlorella sorokiniana* (AM) in the presence, i.e. cells stressed by ETEC bacteria, and in the absence of ETEC. Based on the processes and EPs identified from gene expression data, the biological activity of these micro algae biomasses, when used as feed/food additive, was evaluated.

## Methods

### Preparation of micro algae extracts

Dried biomasses prepared from three micro algae monocultures of *Chlorella vulgaris* strain CCAP 211/11J (C), *Haematococcus pluvialis* strain CCAP 34/7 (H) and *Spirulina platensis* strain SAG 21.99 (S), and from one mixed culture of S*cenedesmus obliques* and *Chlorella sorokiniana* strain SAG:211-8 k (AM), were kindly provided by different suppliers (listed in additional file 1). In additional file 1, the liquid culture media used to grow these micro algae’s and the method of harvesting and drying has been described. Liquid extract were prepared by suspending dried biomass in the culture medium used for growth of IPEC-J2 cells. Technical details about the preparation of extracts are provided in Additional file 1. Briefly, biomass suspensions were desalted by repeated centrifugation and re-suspending of the pelleted biomass, where after the cell walls of the micro algae’s were disrupted mechanically in IPEC-J2 medium using an IKA Ultra-Turrax® Tube Drive homogeniser (Boom B.V Meppel, The Netherlands) with stainless steel and glass beats of different size at 4 °C. After removing the beats and undissolved parts from these extracts by low speed centrifugation, extracts were stored at − 70 °C in aliquots until use. A for IPEC-J2 cells non-toxic concentration was determined for each extracts in a pilot experiment by incubation of serial 10-fold dilutions on IPEC-J2 monolayers.

### IPEC-J2 in vitro test

Micro algae extracts were diluted in culture medium and incubated for 2 and 6 h in 2 cm^2^ culture wells with confluent monolayers of IPEC-J2 cells, in the presence of freshly grown ETEC bacteria (10 colony forming units of per IPEC-J2 cell), or in the absence of ETEC. The *E.coli-*k99 strain with adhesion factor F41 (41/32), isolated from a mastitis-infected udder, was used. Each extract, mixture of extract and ETEC bacteria, and culture medium with ETEC bacteria (without extracts, ETEC alone), were incubated in two independent wells (biological duplicates). After incubation, cells were inspected microscopically where after Trizol reagent (Invitrogen, Thermo Fisher Scientific, Eindhoven, The Netherlands) was added to wells for cell lysis and RNA extraction. Equal amounts of RNA extracted from biological duplicates were pooled and these pools were analysed by gene expression analyses (micro array analysis). Techinical details about the culturing of IPEC-J2 cells and the in vitro test are provided in Additional file 1.

### Gene expression analysis

Briefly, from each RNA pool Cy3 labelled cRNA was synthesised and used to hybridise duplicate patches (technical duplicate) on custom prepared 8x60K Agilent porcine microarrays (Agilent Technologies Netherlands B.V. Amstelveen, The Netherlands). The microarray contains 43,803 oligonucleotide probes representing 28,369 annotated pig mRNAs/genes. Technical details about the preparation of labelled cRNA, hybridisation, scanning of microarrays, generation of data files and the statistical analysis of microarray data are described in Additional file 1. Genes for which a significant higher or lower expression level was measured (differentially expressed genes: hereafter denoted as DEGs) with a *p < 0.05* in IPEC-J2 cells exposed to algae extracts alone or to mixtures of ETEC bacteria and extracts (treated cells) than in cells not exposed to extracts or ETEC (control cells), at the same time point, were selected from data files and listed separately for each comparison. In all results paragraphs beneath information about the biological function of DEGs was retrieved by consulting the “GeneCards” (Weizmann Institute of Science), the NCBI Gene reports (Entrez), and literature linked to these reports (for references about these biological functions of genes we refer to these gene reports). In all tables and additional files official abbreviations for genes are used (HUGO gene-symbols). The raw microarray data are available at the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE113365.

### Functional analysis of DEGs

DEGs of each comparison were assigned to a specific pathway/biological process using the bioinformatics program GeneAnalytics (LifeMap Sciences, Inc. USA). Pathways and biological processes significantly enriched in DEGs were retrieved. DEGs coding for an EP, or involved in the metabolism of chemical effector molecules, were selected using the bioinformatics phenotyping program VarElect, which consults information about the function of genes/proteins and related chemicals in the biological databases. EP with a defined role in the above identified “enriched” pathways/processes were further evaluated for their possible role in steering a biological process in the intestines and in the body of animals/humans. In addition, the Comparative Toxicogenomics Database (CTD) was queried to identify curated associations (i.e. based on evidence in the literature) between DEGs and specific (groups of) chemicals.

## Results

### Preparation and toxicity of micro algae extracts

In a pilot experiment, dried biomass of all four micro algae cultures was suspended in IPEC-J2 culture medium to a concentration of 10% (*w*/*v*) and mechanically disrupted using an Ultra-Turrax® Tube Drive with beats (for details see additional file 1). IPEC-J2 cells were incubated with 10-fold dilutions of these extracts for maximum time of 8 h. Inspection of the integrity of the IPEC-J2 monolayer and the morphology of IPEC-J2 cells using a microscope revealed that extracts with concentrations of biomass as low as ~ 0.001% *w*/*v* changed the morphology of the cells drastically and still induced detachment of cells from the monolayer. We anticipated that a high level of salts present in extracts (introduced by the medium in which the micro algae’s were grown) caused this toxic effect on cells. Therefore, fresh suspensions of biomass (10% w/v) were prepared in isotonic IPEC-J2 culture medium and washed twice with this medium by repeated low speed centrifugation and re-suspending of the pelleted biomass. After re-suspending these washed biomasses in IPEC-J2 culture medium, suspensions were homogenised with the Ultra-Turrax® Tube Drive and processed as was done for unwashed extracts. Incubation of IPEC-J2 monolayers for 8 h with dilutions of these desalted extracts showed that this procedure allowed testing of significant less diluted extracts, especially for S and AM (Table 1). Inspection of droplets of extracts using a microscope showed that 50–100% of the micro algae cell walls were broken down by mechanical disruption using the Ultra-Turrax® Tube Drive. For all four extracts an intense coloured solution was obtained in which pigment substances extracted from algae cell walls did not precipitated after centrifugation for 10 min at 200×*g* (see Fig. 1).

**Table 1:** Preparation of non-toxic extracts from micro algae biomass

Micro algae biomass	Untreated	Desalted
	% (*w*/*v*)*	% (w/v)*
C	0.1	1.0
H	0.1	0.2
S	0.001	0.04
AM	0.001	1.0

*maximum concentration of micro algae biomass (gram/100 ml) from which an extract could be prepared that was non-toxic for IPECJ2 cells

**Fig. 1:**
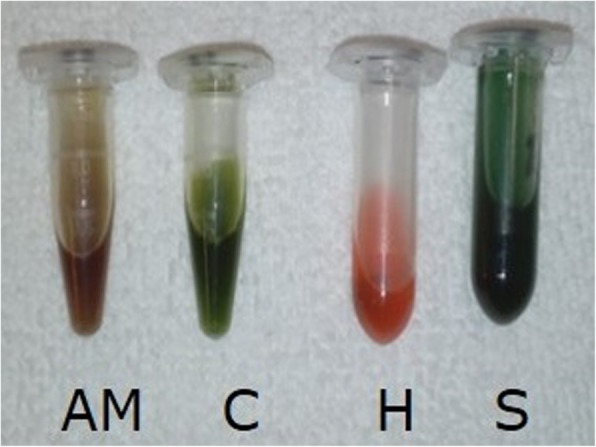
Colour of desalted extracts after mechanical disruption. Note that the colour of the AM extract changed from green to brown due to the orange-red colour of the dye present in the IPEC-J2 culture medium used for desalting

### Incubation of extracts on IPEC-J2 monolayers and isolation of RNA from cells

Desalted extracts were diluted two-fold in culture medium and incubated for 2 and 6 h in 2 cm^2^ culture wells with IPEC-J2 monolayers in the presence of freshly grown ETEC bacteria (10 colony forming units per IPEC-J2 cell) or in the absence of ETEC. After 2 and 6 h of incubation, cells were inspected microscopically before RNA was isolated. No detachment, clumping, or rounding of cells was observed for all tested conditions during the 2 or 6 h of incubation, indicating that all mixtures of algae extracts and ETEC bacteria did not cause any visible damage to the cells. Also the yield and quality of RNA isolated for all treatments were comparable to that of control cells (without extract or ETEC). Similar amounts of RNA isolated from biological duplicates were pooled and messenger RNAs (mRNA) in these pools were converted to Cy3 labelled cRNAs for hybridisation on microarrays.

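IPEC-J2 is an epithelial cell line from the jejunum of the pig, and ETEC are enterotoxigenic E. coli, added here at 10 bacteria per cell. The arrays covered 18 conditions: medium (control), ETEC, C, H, S and each of these extracts with ETEC at 2 and 6 h, and AM and AM-ETEC at 6 h only. For every condition the RNA of 2 wells was combined into 1 pool and that pool was labelled and hybridised in duplicate. The 36 arrays therefore hold 18 independent RNA samples, and the 2 arrays of a pool measure labelling and hybridisation and not the variation between wells. Differences between pools are given as sizes, with the value of each array beside them where space allowed.

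The authors' files give the Cy3 signal intensity of 43803 spots with a porcine probe after background correction by Feature Extraction, not normalized between arrays. Log2 intensities were set relative to the 75th percentile of each array over all probes, the scaling that the methods name, and FC is the ratio between a pool and the control pool of the same time point. Spots that Feature Extraction marked as outliers were left out, and no spot was saturated. A gene is represented by its probe with the highest mean signal, and square brackets hold the FC of each array. These set array 1 against array 1 of the control and array 2 against array 2, so that a value under 1 marks an array that went the opposite way. Where only 1 of the pools was well above background, FC is a bound, written as 'at least', which puts the dim pool at the higher of its own signal and the lowest signal well above background on each array. No FC is given where the bound fell under 1 or where both pools were dim.

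On the 8 arrays without ETEC at 2 h, between 37.4 and 49.0% of the probes were well above background, and on the 8 arrays with ETEC between 34.0 and 40.9%. At 6 h this share was 18.1 and 21.1% on the AM arrays and 8.12 and 33.8% on the AM-ETEC arrays, with a median of 45.6% over all 10 arrays without ETEC. The 75th percentile of the intensity was 7.59 and 16.7 for AM, against 285 and 418 for the control at 6 h. The 2 arrays of a pool differed by a median of 0.15 log2 in the 12 pools with both arrays on the same slide and by 0.28 in the 6 pools spread over 2 slides. For AM-ETEC this difference was 2.59, and 81.6% of its probes differed at least 2-fold between the 2 arrays, so that replicate 1, the dim array, decides many values of this pool.

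**Figure D1:**
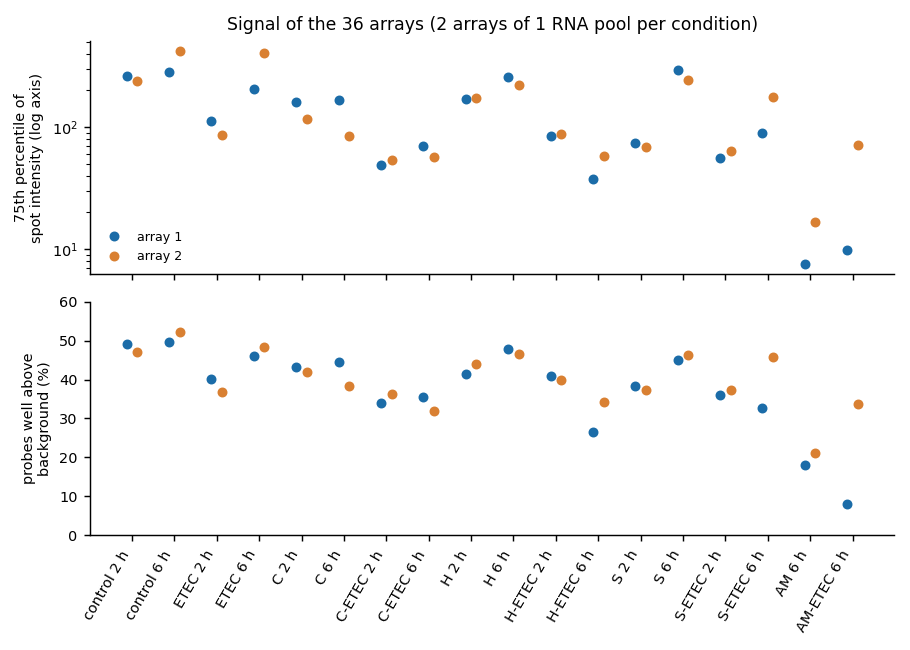
75th percentile of the spot intensity and percentage of probes well above background on each of the 36 arrays, with the 2 arrays of a pool side by side.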

### Gene expression analysis

In Table 2 an overview is given of all the conditions tested in IPEC-J2 cells (treatments), hybridised, and compared to control hybridisations recorded from control cells, including the number of unique genes differently expressed (DEGs) for each treatment. DEGs scoring a fold change (FC, ratio treatment over control) of ≥2 (2 h) or ≥ 3 (6 h) higher (up-regulation) or lower (down-regulation) and scoring a *p-value* < 0.05 were selected for functional analysis [21, 22, 26]. For comparisons of extracts tested in the presence with ETEC at 2 and 6 h, DEGs that also responded to ETEC alone were only selected for functional analysis (see below) in case a 3-fold higher or lower regulation (FC ≥ 3) was observed than in the comparison of ETEC versus control cells. In this manner, pathways/biological processes and important regulatory genes/proteins could be identified which specifically responded to a combination of ETEC and algae extract and not to ETEC alone. In additional file 2, DEGs selected for functional analysis are listed in a separate Excel-sheet for each microarray comparison with their FC, full names and links of webpages containing information about their function.

**Table 2:** Number of DEGs selected from each comparison of treated IPECJ2 cells versus control cells and used for functional analysis

Microarray comparison^$^ (algae extract vs. control)	2 h (FC^&^)	6 h (FC^&^)
E	130 (> 2)	75 (> 3)
C	107 (> 2)	47 (> 3)
C-E	232 (> 3*)	114 (> 3*)
H	30 (> 2)	96 (> 2)
H-E	409 (> 3*)	100 (> 3*)
S	272 (> 2)	91 (> 2)
S-E	14 (> 3*)	37 (> 3*)
AM	ND	727 (> 3)
AM-E	ND	292 (> 3*)

^$^microarray data of treatments were compared to microarray data recorded from control cells (not challenged with ETEC or with algae extracts) that were harvested at the same time point. E = ETEC

^&^FC = fold change cut-off for selection of significantly (*p < 0.05*) differential expressed genes (ratio treatment over control cells)

*DEGs were included in lists for functional analysis in case the measured FC for the comparison of a mixture (algae extract plus ETEC) versus control cells was at least 3-fold higher or lower than measured in the comparison of “ETEC versus control cells” (E) at the same time point

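Genes were counted at the FC cut-off of Table 2 when the raw intensity exceeded 60 on both arrays of at least 1 pool and the arrays of the 2 pools did not overlap. At 2 h and an FC of 2 or more, C changed 233 genes (106 higher, 127 lower), S changed 527 (267 higher, 261 lower) and H changed 80 (39 higher, 41 lower). A gene with probes in both directions stands on both sides of this division. In all counts a gene is a distinct transcript identifier of the array, named or not, so that 1 gene can stand under several identifiers. In 100 simulations that held only the spread between the arrays of a pool, the median count (highest in parentheses) was 58 (76) for C, 43 (64) for S and 8 (17) for H. Of the alternatives, leaving out the intensity filter raised these counts most, to 3709 for C, 18513 for S and 3003 for H. Limma between arrays with adjusted p and one-way ANOVA with Benjamini-Hochberg correction left 0 genes for each of the 3 extracts.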

After exposure for 2 h the number of genes regulated in the absence of ETEC for the C (107) and S (272) extracts was substantial higher than observed for the H (30) extract. However, the response to H increased between 2 and 6 h (96), whereas the response to C (47) and S (96) decreased. This suggested that the IPEC-J2 cells adapted to the changed environment imposed by the C and S extracts. 

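At 6 h the H pool differed from the control in 1263 genes at the cut-off of 2 (178 higher, 1090 lower) and the S pool in 1112 (119 higher, 993 lower). The C pool differed in 615 genes at the cut-off of 3 that Table 2 uses for C at this time (21 higher, 594 lower). Simulated array spread alone gave a median of 143 genes for H, 118 for S and 15 for C, with highest counts of 185, 163 and 26. With a cut-off of 3 for all, H went from 7 genes at 2 h to 406 at 6 h, S from 110 to 291, and C started at 22 genes. All arrays of C, H and S at 6 h lay on 1 slide that held no control array, while the control arrays of this time point lay on 2 other slides.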

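The paper proposes from the decreasing numbers that the cells adapted to C and S. Genes past the cut-off at both time points numbered 36 for C, 86 for S and 27 for H, and 30, 57 and 15 of these moved in the same direction. Expressed on the genes found at 2 h, the share that moved the same way at 6 h was 12.9% for C, 10.8% for S and 18.8% for H. Each time point had its own control pool on other slides, so that a change over time was not separated from a change between slides.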

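At 6 h and an FC of 3 or more, the AM pool differed from the control pool in 1595 genes, with 716 higher and 884 lower expressed. Simulations of the array spread gave a median of 55 genes and at most 73. The AM arrays carried the lowest signal of all pools without ETEC, and 727 of the 930 lower probes were not well above background on either AM array. At the cut-off of 2 the AM pool differed in 3812 genes and the C pool in 2319. For AM-ETEC 1056 genes passed (269 higher, 794 lower), but the spread between its 2 arrays alone gave a simulated median of 2648 genes, so this count does not stand out from that spread. The extracts were prepared from at most 1.0% biomass (w/v) for C and AM, 0.2% for H and 0.04% for S, and the counts compare them at these unequal amounts.

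**Figure D2:**
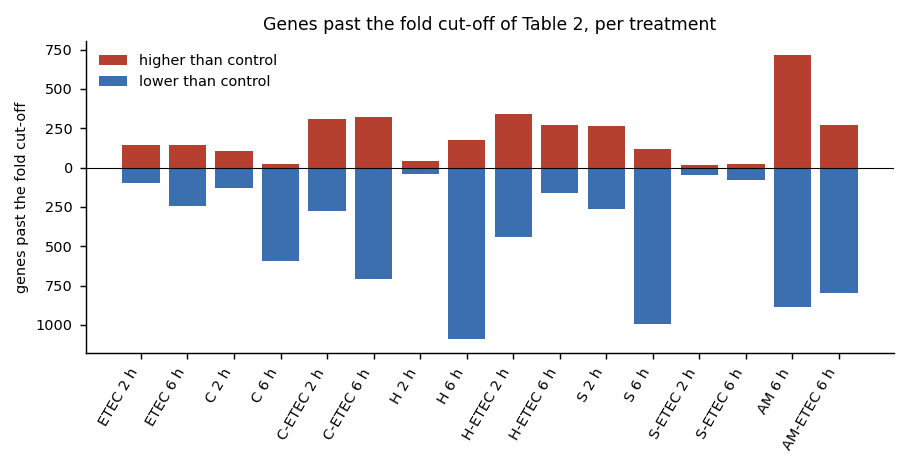
Number of genes past the FC cut-off of Table 2 for each pool, higher (above the line) and lower (below the line) than the control pool of the same time point.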

After 6 h of exposure, the extract prepared from a mixture of algae’s (AM) was the most potent extract in regulation of gene expression in IPEC-J2 cells (727).

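ETEC alone changed 239 genes at 2 h with an FC of 2 or more (143 higher, 97 lower) and 392 genes at 6 h with an FC of 3 or more (145 higher, 247 lower). Array spread alone gave simulated medians of 41 and 30 genes, with highest counts of 63 and 43. Only 9 genes were past the cut-off at both time points, and 7 of them moved in the same direction.

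A test that does count independent RNA samples was possible for ETEC, because 9 pools with ETEC each had a partner pool with the same extract and time point but without ETEC. With limma on the 9 paired differences, 14 of 16100 probes passed an adjusted p of 0.05 (13 higher, 1 lower), and 3965 had an unadjusted p under 0.05. Scaling on the array median moved this number most, to 4315 probes, of which 4254 were lower. The largest effect was 8.38 log2 (standard error 0.53) for identifier AY864607, and the only lower probe, TC533288, fell by 1.12 log2 (standard error 0.17). Between 6 and 2 h the ETEC effect differed for 85 probes in limma (25 higher, 60 lower at 6 h), and 2311 had an unadjusted p under 0.05. DDIT4 (NM_001243452) had the largest such difference, 4.51 log2 (standard error 0.88, adjusted p 0.0498 in limma). The 85 probes became 0 without replicate 2, and also 0 with no filter on dim probes. Their number was 1 with normexp and quantile normalization and 529 without replicate 1 of AM-ETEC, both chosen after the data were seen. The arrays of the 2 time points lay mostly on different slides. Both pools of a pair lay on the same slides only without extract. With an extract they lay on different slides, apart from replicate 2 of AM and of AM-ETEC. In these pairs an effect of ETEC was not separated from an effect of the slide.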

After 2 and 6 h of exposure to ETEC alone, IPEC-J2 cells responded as expected [20, 21, 23]. In the presence of a mixture of ETEC and algae extract for C and H much more changes in gene expression were observed in IPEC-J2 cells compared to cells incubated with ETEC alone. 

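For mixtures, genes were counted that had an FC of 3 or more against the control and also differed at least 3-fold from ETEC alone in the same direction. C-ETEC changed 584 genes at 2 h (311 higher, 273 lower) and 1027 at 6 h (322 higher, 705 lower). H-ETEC changed 782 genes at 2 h (342 higher, 441 lower) and 426 at 6 h (268 higher, 159 lower). The numbers for S-ETEC were 63 (15 higher, 48 lower) and 103 (26 higher, 77 lower). Simulated array spread reached at most 8 and 4 genes for C-ETEC, 2 and 9 for H-ETEC and 12 and 21 for S-ETEC. Leaving out the comparison with ETEC alone gave 944 and 1754 genes for C-ETEC, 1098 and 982 for H-ETEC and 242 and 704 for S-ETEC.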

In part, this increase may be due to regulation of gene expression by both ETEC and the biological active substances present in the extracts. However, in case of the H extract, for which only 30 DEGs were measured in the absence of ETEC and much more (409) in the presence of ETEC at 2 h, this increase indicated that biological substances in algae’ extract potentiated the response of IPEC-J2 cells to a challenge with ETEC bacteria.

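The paper proposes from the increase with H that substances of the extract potentiated the response to ETEC. At 2 h, C-ETEC and H-ETEC shared 263 genes, all in the same direction, or 45.0% of the genes of C-ETEC. Array spread alone gave 0 shared genes in each of 100 simulations, but both lists rest on the same control and ETEC pools, so that a deviation of either pool enters both. C and C-ETEC shared 21 genes (12 in the same direction) and H and H-ETEC 3 genes, where the extracts alone have a lower cut-off. All arrays of C-ETEC and H-ETEC at 2 h lay on the same slide, on which no control or ETEC array of this time point was hybridised. Over all probes the median shift against the control was -0.30 log2 for C-ETEC and -0.28 for H-ETEC, while it stayed at 0.01 for ETEC alone and -0.01 for S-ETEC. The additive effect of extract and ETEC was not separable from the slide in this design.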

### Functional analysis of list of DEGs

For lists of DEGs obtained from microarray comparisons, enriched pathways were retrieved using the GeneAnalytics program. In additional file 2 separate lists (Excel-sheets) were prepared for comparisons with and without ETEC. Based on their function, all related pathways were classified into a group representing a dominant biological process (e.g. “inflammation” or “oxidative stress”) and genes/proteins coding for secreted effector proteins (EPs), or having an important regulatory function in these processes, were identified. In Table 3 (without ETEC) and in Table 4 (with ETEC) the results of this functional analysis is displayed.

**Table 3:** Dominant biological processes regulated by algae extracts in the absence of ETEC

Dominant biological processes ^$^	^&^C-2 h	C-6 h	H-2 h	H-6 h	S-2 h	S-6 h	AM-6 h	important DEGs*
androgen receptor signalling					x		x	ITGAV, YWHAH, CSNK2B, CTNNB1,ITGB5
angiogenesis (blood vessel growth)	x	x	x	x			x	HMOX1, FLT1, THBS1, ITGB3, CCL2, NRP2,ITGA6, ITGAV, PTGS2
apoptosis (programmed cell-death)			x		x	x	x	SPTLC1, ITGB3, THBS1, DDIT4, YWHAH
cell motility	x			x	x		x	ITGB3, ANXA1, ITGA6, ITGAV, TPM1, TPM4
cytoskeleton	x			x	x		x	SOS2, PFN2, ARPC1A, ARPC1B, PSEN2, ARPC4, RTN4, ITGB3
extra cellular matrix structure	x	x	x		x		x	CUL1, YWHAH, BTRC /Collagens (COL), SPARC
glycogenesis/glycan synthesis		x		x		x		MUC13, MUC4, HSPG2, PCK2
heat shock (stress)		x					x	DNAJB1, and several heat shock proteins (HSP’s)
hormone processes (Thyroid)					x		x	IGF1R, ITGB3, ITGAV
immune modulation				x		x	x	cytokines, TGF, chemokines
inflammation control	x	x		x	x	x	x	HBEGF, CSF2, CXCL2, IL1A, BIRC3, MMP9, CCL20, LTB, BTRC, HSPB2
neutrophil function (innate immune cells)							x	SOS2, LTBP4, MAPK14, FLT1, IGF1R, PDGFA, ACE, EGFR, DDIT4, FGFR1, TGFA, BMP1, CCL2, RPS6, NRP2
NFKB immune signalling		x	x			x		PTGS2, NFKBIA, CXCL8, TNFAIP3, BTRC
oxidative stress	x	x	x	x	x	x		HMOX1, NQO1, DNAJB1, HSP1A/B
Transforming Growth Factor (TGF)							x	CUL1, THBS1, BTRC, ITGB3
translation (protein synthesis)	x		x		x	x	x	EEF1A1, HSP90B1, DDIT3
tumour necrosis factor (inflammation)		x		x	x	x	x	JAG1, MAPK14, CSF2, CXCL2,TNFAIP3, BIRC3, CASP10, CCL20, CCL2
lipid and steriod metabolism		x					x	SREBF2

^$^Enriched pathways were evaluated and grouped under a dominant biological process

*official Gene-symbols (HUGO abbreviations) are listed for DEGs and DEGs coding for secreted EP’s are underlined. For full names and information about the function of DEGs we refer to the GENECARDS database (web links for each DEG are provided in additional file 2)

^&^Microarray comparison of algae extract (C, H, S or AM) versus control cells at 2 or 6 h

**Table 4:** Dominant biological processes regulated by algae extracts in the presence of ETEC

Dominant biological processes ^$^	E-2 h	E-6 h	^&^C-E2h	C-E6h	H-E2h	H-E6h	S-E2h	S-E6h	AM- E6h	important DEGs*
androgen receptor signalling					x					ITGAV, YWHAH, CSNK2B, CTNNB1, ITGB5
angiogenesis (blood vessel growth)			x	x		x		x	x	HMOX1, FLT1, THBS1, ITGB3, CCL2, NRP2,ITGA6, ITGAV, PTGS2
antigen recognition		x	x			x	x		x	NFKBIE, CXCL2, BCL10, IL1A, FOS, TNFAIP3, BIRC3, NFKBIA, CXCL8
apoptosis	x	x	x		x			x	x	SPTLC1, ITGB3, THBS1, DDIT4, YWHAH
cell motility	x		x		x			x	x	ITGB3, ANXA1, ITGA6, ITGAV, TPM1, TPM4
cytoskeleton					x				x	SOS2, PFN2, ARPC1A, ARPC1B, PSEN2, ARPC4, RTN4, ITGB3
extra cellular matrix structure	x	x	x	x		x			x	CUL1, YWHAH, BTRC/Collagens (COL), SPARC
glycogenesis/glycan synthesis					x	x	x			MUC13, MUC4, HSPG2, PCK2
hormone processes (Thyroid)							x			IGF1R, ITGB3, ITGAV
immune modulation		x	x			x	x		x	cytokines, TGF, chemokines
inflammation	x	x	x			x			x	HBEGF, CSF2, CXCL2, IL1A, BIRC3, MMP9, CCL20, LTB, BTRC, HSPB2
neutrophil function (innate immune cells)					x		x			SOS2, LTBP4, MAPK14, FLT1, IGF1R, PDGFA, ACE, EGFR, DDIT4, FGFR1, TGFA, BMP1, CCL2, RPS6, NRP2
NFKB immune signalling		x	x				x			PTGS2, NFKBIA, CXCL8, TNFAIP3, BTRC
oxidative stress		x	x		x	x				HMOX1, NQO1, EGLN3
Transforming Growth Factor	x				x					CUL1, THBS1, BTRC, ITGB3
translation (protein synthesis)	x		x	x	x	x	x	x		EEF1A1, HSP90B1, DDIT3
tumour necrosis factor (inflammation)		x					x	x		JAG1, MAPK14, CSF2, CXCL2, TNFAIP3, BIRC3, CASP10, CCL20, CCL2, NFKBIA

^$^Enriched pathways were evaluated and grouped by their function under a dominant biological process.* official Gene-symbols (HUGO abbreviations) are listed for DEGs and DEGs coding for secreted EP’s are underlined. For full names and information about the function of DEGs we refer to the GENECARDS database (web links for each DEG are provided in additional file 2)

^&^Microarray comparison of a mixture of algae extract (C, H, S, or AM) and ETEC (E) versus control at 2 or 6 h

^#^official gene-symbols (HUGO abbreviations) are listed for DEGs

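Pathway enrichment was not repeated, and the overlap between extracts was measured on the genes past the cut-off at 6 h. C and AM shared 98 genes, of which 83 moved in the same direction. H and AM shared 197 genes, 50 in the same direction, and S and AM shared 177 with 40 in the same direction. Array spread alone gave simulated medians of 4 (C), 14 (H) and 14 (S) genes shared with AM, at most 10, 23 and 22, with the same numbers when only genes in the same direction were counted. Each comparison uses the same control pool, so that a deviation of that pool enters all of them. Most genes of H and S were lower expressed, while close to equal numbers were higher and lower in AM. This depends on the scaling, as with the median in place of the 75th percentile 82.8% of the genes of H, 85% of S and 0.42% of AM were higher. With slide as a block 48.8% (H) and 47.3% (S) were higher. An effect common to the extracts was also tested with limma over the pools in 4 strata of time and ETEC, where no probe passed an adjusted p of 0.05 and 1348 of the tested probes had an unadjusted p under 0.05.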

In the absence of ETEC, most of the processes regulated by the three extracts prepared from monocultures (C, H, and S) of micro algae were also regulated by the extract prepared from the mixed culture (AM) at 6 h. 

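CXCL2 (NM_001001861, 2 probes in the same direction throughout) was higher expressed at 6 h with C (2.09 [1.96, 2.23]), H (1.89 [1.67, 2.13]), S (1.27 [1.18, 1.36]) and AM (10.0 [9.86, 10.1]). At 2 h its FC was 1.26 with C and 1.22 with S, and the signal with H was 1.16 times lower. CSF2 (NM_214118, 1 probe) was not well above background with any extract alone at 2 h, nor with C, S and AM at 6 h, and H at 6 h gave at least 1.02 on 1 array. CCL20 (NM_001024589, 1 probe) rose 2.72 [2.07, 3.58] times with S at 2 h, where 1 of the 2 S arrays measured it, and the other extracts alone left it not well above background. Scaling on the array median was the alternative that moved FC values of named genes most, since 209 of 276 measured values moved by more than the spread between the arrays.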

All extracts regulated the expression of several genes coding for cytokines and chemokines and other immune modulating EPs involved in regulation of inflammation and/or activation and attraction of innate (e.g. macrophages and neutrophils) and adaptive (T cells) immune cells. 

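Of the integrins, ITGB3 (NM_214002) was higher expressed with every extract alone. Its FC at 2 h was 1.88 [1.68, 2.1] with C, 2.01 [1.7, 2.37] with H and 3.86 [3.66, 4.08] with S. At 6 h it was 2.55 [1.46, 4.48] with C, 1.47 [1.12, 1.91] with H, 1.28 [0.916, 1.8] with S and 12.0 [11.5, 12.6] with AM. The second probe of ITGB3 rose as well with H at both times and with S at 6 h and went the other way in the remaining pools. Background correction by normexp with quantile normalization, chosen after the data were seen, turned the AM value to 0.651 of the control. EGLN3 (ENSSSCT00000002196, 1 probe), listed among the genes of oxidative stress, stayed between 1.18 (H) and 1.47 (C) times the control with the extracts of monocultures at 6 h, and AM arrays did not measure it.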

Beside regulation of immune processes, all extracts also regulated the expression of genes coding for extracellular matrix proteins, i.e. integrin’s (ITG’s) and of collagens (COL’s), and of genes involved in protecting tissues and cells from oxidative stress (see also below), and of genes involved in regulation of processes related to the development, function and structure of blood vessels.

The dominant biological processes identified for mixtures of ETEC and extracts were largely similar to that observed for algae extracts alone (compare Table 3 and Table 4). Several of these processes were not identified for ETEC alone (e.g. angiogenesis, neutrophil function, glycogenesis/glycan synthesis).

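The paper states that the processes of the mixtures resembled those of the extracts alone, which it draws from pathway lists. On the level of genes, 430 were past the cut-off with AM and with AM-ETEC, all in the same direction. That is 27.0% of the genes found with AM, and array spread alone gave a simulated median of 2 shared genes and at most 8. Both comparisons use the same control pool, so that a deviation of that pool enters both. Both AM arrays and replicate 1 of AM-ETEC had low signal.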

### DEGs with a regulatory function

From the common biological processes identified for ETEC alone and for mixtures of algae extracts and ETEC, DEGs with the potential to steer these processes (stimulation, normalisation or silencing of a process) were identified by consulting functional information about these genes and the pathways in which these genes act. 

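Among the genes of Table 5, ANXA1 (NM_001163998, 9 probes) had an FC of 1.16 with ETEC, 1.28 with S and 1.03 with S-ETEC at 2 h, with 6, 7 and 3 of the probes in the same direction. On another ANXA1 probe (A_72_P412198) the values were 2.04, 3.04 and 4.8. BTRC (ENSSSCT00000011555, 3 probes) was 1.08 times higher with ETEC on 1 of 3 probes, and 1.39 and 1.56 times lower with C-ETEC and H-ETEC. ISG15 (NM_001128469, both probes in the same direction) was higher expressed at 2 h with ETEC (2.24 [1.98, 2.54]), S (2.73 [2.56, 2.91]), S-ETEC (3.42 [3.37, 3.48]), C-ETEC (2.5 [2.55, 2.45]) and H-ETEC (2.25 [2.26, 2.25]). On its second probe the rise was 1.56 log2 with ETEC, 0.35 with C-ETEC and 0.87 with H-ETEC. With normexp and quantile normalization, ISG15 turned to 0.801 of the control for ETEC, 0.662 for S and 0.868 for S-ETEC. MYLK (AK396525, 2 probes with an FC) rose 1.91 [2.57, 1.42] times with C and 1.51 [1.43, 1.6] times with H at 2 h and was lower with C-ETEC (8.23 [7.25, 9.34]) and H-ETEC (2.18 [2.06, 2.31]). PIAS2 (TC521013, 1 probe) was lower with H-ETEC at 2 h (3.86 [3.6, 4.15]) and little changed with ETEC (1.16 times lower).

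The brightest of 6 CASP10 probes (NM_001161640) lay 1.06 times under the control with ETEC at 6 h. It was higher with C-ETEC (4.64 [3.32, 6.48]), H-ETEC (4.71 [4.39, 5.05]), S-ETEC (2.4 [2.53, 2.27]), AM (6.1 [5.26, 7.08]) and AM-ETEC (6.66 [9.63, 4.6]). All 6 probes were higher with C-ETEC, 5 of 6 with H-ETEC and S-ETEC, 4 of 6 with AM and AM-ETEC, and 3 of 6 with ETEC alone. At 2 h CASP10 also rose with ETEC alone (2.67 [2.12, 3.36]). HSPA1A/B (NM_213766, 2 probes) rose with S-ETEC (2.46 [2.58, 2.35]) and H-ETEC 1.4 [1.45, 1.35] at 6 h, and was lower by 1.15 times with C-ETEC and by 1.66 times with AM-ETEC, where its second probe went the other way.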

In Table 5, these regulatory genes are listed with their full names, a brief description of their potential role/function in these biological processes, and the difference in regulation observed for these DEG’s between ETEC alone and mixtures of ETEC and algae extracts. Note that some of these DEGs may also have an effector function (see below).

**Table 5:** DEGs with an important regulatory function in biological processes induced by algae extracts

^#^DEG	full name	function	dominant biological process	identified pathway	regulation by ETEC (h)	regulation by algae extracts in the presence of ETEC
ANXA1	Annexin A1	anti-inflammatory activity / cell polarisation and cell migration	cell motility	Smooth Muscle Contraction	up (2 h)	up-regulated by S alone and slight enhancement of ETEC-induced up-regulation by S-ETEC mixture
BTRC	Beta-Transducin Repeat Containing E3 Ubiquitin Protein Ligase	ubiquitinates phosphorylated NFKBIA, targeting it for degradation and activating nuclear factor kappa-B.	Transforming Growth Factor (TGF)	TGF-beta Receptor Signalling Pathway	down (2 h)	slight enhancement of ETEC-induced down-regulation by C-ETEC and H-ETEC mixtures
ISG15	ISG15 Ubiquitin-Like Modifier	regulation of antiviral response	translation (protein synthesis) and antigen recognition	Influenza Viral RNA Transcription and Replication	up (2 h)	up-regulated by S and S-ETEC mixture and silencing of ETEC-induced up-regulation by C-ETEC and H-ETEC mixtures
MYLK	Myosin Light Chain Kinase	gastrointestinal motility, vascular permeability, leukocyte diapedesis	cell motility	Smooth Muscle Contraction	none (2 h)	down-regulation by C and H was abrogated by C-ETEC and H-ETEC mixtures
PIAS2	Protein Inhibitor Of Activated STAT 2	inhibition of transcription by STAT2 in immune processes	Transforming Growth Factor (TGF)	TGF-beta Receptor Signalling Pathway	none (2 h)	down-regulated by H-ETEC mixture
NFKBIA	NFKB Inhibitor Alpha	inhibition of transcription by NFKB in immune processes	antigen recognition / inflammation	Toll-Like Receptor Signalling Pathways	none (2 h)	up-regulated by mixtures of C-ETEC and H-ETEC
CASP10	Caspase 10	execution-phase of cell apoptosis	tumour necrosis factor (inflammation) and apoptosis	TNFR1 Pathway	none (6 h)	up-regulated by mixtures of C-ETEC, H-ETEC and S-ETEC, and by AM in the presence and absence of ETEC
HMOX1	Heme Oxygenase 1	Cyto-protection effects / blood vessel widening	angiogenesis (blood vessel growth) and oxidative stress	Keap1-Nrf2 Pathway / angiogenesis (CST)	none (6 h)	variable up-regulation by C, H, S, AM in the presence and absence of ETEC
HSPA1A/B	Heat Shock Protein Family A (Hsp70) Member 1A	control of protein folding and degradation	heat shock (stress) and tumour necrosis factor (inflammation)	TNFR1 Pathway	none (6 h)	up-regulated by mixtures of AM-ETEC, C-ETEC and S-ETEC, and by AM in the absence of ETEC
NFKBIE	NFKB Inhibitor Epsilon	inhibition of transcription by NFKB in immune processes	tumour necrosis factor (inflammation)	TNFR1 Pathway	up (6 h)	silencing of ETEC-induced up-regulation by AM-ETEC, C-ETEC, and H-ETEC mixtures
TNFAIP3	TNF Alpha Induced Protein 3	termination of NF-kappa-B activity and production of inflammatory cytokines	tumour necrosis factor (inflammation) and apoptosis	TNFR1 Pathway	up (6 h)	silencing of ETEC-induced up-regulation by AM-ETEC and C-ETEC mixtures
SPARC	Secreted Protein Acidic And Cysteine Rich	extracellular matrix synthesis and regulation of cell shape	extra cellular matrix structure	Cell Adhesion / ECM Remodelling	none (6 h)	down-regulation by AM alone and by AM-ETEC and C-ETEC mixture

^#^ official gene-symbols (HUGO abbreviations) are listed for DEGs

### Associations of (immune) EPs with biological substances produced by micro algae

A sub list of genes coding for secreted proteins with cytokine/chemokine activity or essential for the metabolism of immune modulating chemicals were extracted from all DEGs mapped to enriched pathways/biological processes. In Additional file 3 a complete list of these immune EP’s, with their full names, and FC measured in each microarray comparison, is provided in a separate sheet. In Table 6. the full names of 7 immune EP’s, all higher expressed in IPEC-J2 cells in response to algae extracts alone and to mixtures of extracts and ETEC (but not after exposure to ETEC alone), were listed with a brief description of their function in immunological processes. 

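The genes of Table 6 that have a probe with a name here are CXCL2, CXCL8, HMOX1, IFNA1, IFNL1, ITGB3 and THBS1, while CCL17 is not analysed here. CXCL2 had an FC at 6 h of 9.67 [8.68, 10.8] with ETEC, 9.16 [8.45, 9.93] with C-ETEC, 3.69 [3.72, 3.65] with H-ETEC and 5.27 [5.36, 5.19] with S-ETEC. AM-ETEC gave 1.85 [0.303, 11.2], where the 2 arrays went opposite ways. At 2 h CXCL2 was 1.16 times lower with ETEC and higher with C-ETEC (7.77), H-ETEC (2.78) and S-ETEC (2.61). For CXCL8 (NM_213867, 2 probes) the FC at 6 h was 1.27 with C, 2.02 with H, 1.87 with S and 9.08 with AM. ETEC alone raised CXCL8 14.8 [17.8, 12.2] times, and the mixtures raised it 12.4 (C-ETEC), 12.8 (H-ETEC), 13.7 (S-ETEC) and 1.36 [0.149, 12.5] (AM-ETEC) times.

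ITGB3 was higher expressed at 2 h with ETEC (3.47 [2.72, 4.43]), C-ETEC (4.18 [4.75, 3.68]), H-ETEC (3.56 [3.36, 3.77]) and S-ETEC (4.6 [4.72, 4.48]). At 6 h its FC was 1.03 [0.859, 1.23] with ETEC and 4.42 [3.19, 6.12], 5.24 [4.32, 6.35], 2.61 [2.96, 2.3] and 7.94 [12.0, 5.26] with the mixtures of C, H, S and AM. The brightest of 6 THBS1 probes (NM_001244536) was not higher with any extract alone at 6 h, with values 1.79 (C), 1.15 (H), 1.23 (S) and 1.02 (AM) times lower. It was higher with ETEC (1.25 [1.17, 1.34]), C-ETEC (1.25 [1.27, 1.24]), H-ETEC (2.47 [2.89, 2.11]) and S-ETEC (1.54 [1.77, 1.35]) and lower with AM-ETEC (1.14 [1.79, 0.732]). Another probe of THBS1 rose 1.84 times with C, 5.07 times with AM and 3.77 to 10.7 times with the mixtures, and fell 14.4 times with H and 2.66 times with S. In the pools with ETEC, the second probe of ITGB3 was lower with ETEC alone and all 3 mixtures at 2 h and with C-ETEC and AM-ETEC at 6 h. Over the pools at 6 h, an exact permutation of the control within the pools with and without ETEC (25 placements) gave a one-sided p of 0.48 for CXCL2, 0.36 for CXCL8 and 0.6 for THBS1, each on its brightest probe. The brighter ITGB3 probe reached the smallest exact p that these placements allow. The paper listed these genes for this order on the same arrays, so a small p restates that choice. With normexp and quantile normalization, chosen after the data were seen, the ITGB3 probe lost its rise at 6 h. It was 1.00 (C-ETEC), 0.772 (H-ETEC), 0.764 (AM-ETEC) and 0.651 (AM) times the control.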

For this set of common EPs, the CTD was consulted to retrieve associations with biological active substances known to be present in micro algae extracts (Table 6). In Fig. 2 a scheme of the Tumour necrosis factor (TNF) signalling, a pathway that activates inflammatory processes through steering transcription of cytokines/chemokine genes and of genes coding for other immune modulators. In this scheme, DEGs coding for proteins that stimulate or inhibit of TNF-mediated transcription (e.g. NFKBIA/E, NFKB and TNFAIP3) were also highlighted.

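At 6 h, NFKBIA (NM_001005150, 3 probes in the same direction) rose 8.1 [9.96, 6.59] times with ETEC alone, and 7.39 [7.49, 7.29], 9.13 [10.4, 8.04] and 6.94 [7.76, 6.21] times with C-ETEC, H-ETEC and S-ETEC. In AM-ETEC it was 1.19 [9.32, 0.153] times lower, a value that replicate 1 decides. The FC of NFKBIE (ENSSSCT00000032591, 2 probes) was 2.45 [2.93, 2.05] with ETEC, 3.01 [3.61, 2.51] with C-ETEC, 2.35 [2.87, 1.93] with H-ETEC and 3.26 [3.87, 2.74] with S-ETEC, and AM-ETEC lay 1.15 [3.28, 0.40] times under the control. On the second NFKBIE probe the FC was 3.26 with ETEC, 1.67 with C-ETEC and 1.54 with H-ETEC. The brightest of 3 TNFAIP3 probes (NM_001267890) rose 17.1 [22.2, 13.2] times with ETEC, 7.44 [6.21, 8.91] times with C-ETEC, 17.4 [16.5, 18.3] times with H-ETEC, 14.6 [16.6, 12.9] times with S-ETEC and 3.34 [1.62, 6.86] times with AM-ETEC. Set against ETEC alone, this probe was 2.3 times lower with C-ETEC and 5.14 times lower with AM-ETEC, and in H-ETEC (1.01) the 2 arrays went opposite ways (0.743 and 1.39). On the other 2 TNFAIP3 probes the FC was 9.82 and 14.7 with ETEC, 5.46 and 7.28 with H-ETEC and 1.55 and 5.16 with C-ETEC. AM-ETEC was 1.28 times lower than the control on the first of these and 2.71 times higher on the second.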

**Table 6:** Secreted immune EPs higher expressed in IPECJ2 cells upon exposure to micro algae extracts alone and mixtures of extracts and ETEC

^#^DEG	Full Name	function	association with chemicals produced by microalgae
CCL17	C-C Motif Chemokine Ligand 17	T cell development in thymus and attraction and activation of mature T cells.	carotenoids / flavonoids
CXCL2	C-X-C Motif Chemokine Ligand 2	leukocyte recruitment (including T-cells)	carotenoids / flavonoids /endotoxins / sulphated polysaccharides (Carrageenan)
CXCL8	C-X-C Motif Chemokine Ligand 8	major mediator inflammatory response / attraction and activation neutrophils and macrophages	Fatty Acids, Omega-3 / carotenoids / flavonoids / Phytosterols (e.g. coagulin-L) / sulphated polysaccharides (Carrageenan)
IFNA1	Interferon Alpha 1	cytokine mediating an antiviral state	micro algae lectins
IFNL1	Interferon Lambda 1	cytokine mediating an antiviral state	flavonoids
HMOX1	Heme Oxygenase 1	protection against oxidative stress (breakdown of apoptosis-inducing free heme) / blood vessel widening (vasodilation).	Fatty Acids, Omega-3 / carotenoids (astaxanthine) / flavonoids / Phytosterols (e.g. coagulin-L) / sulphated polysaccharides (e.g. fucoidan)
ITGB3	Integrin Subunit Beta 3 receptor	thrombospondin and metallo-protease mediated ECM remodelling and focal adhesion (e.g. in the process of trans-endothelial migration of leukocytes)	flavonoids
THBS1	Thrombospondin 1	glycoprotein mediating cell-to-cell and cell-to-matrix interactions /anti-angiogenic properties/ fibrotic response in inflammation	Fatty Acids, Omega-3 / carotenoids / flavonoids / Phytosterols / sulphated polysaccharides

^#^official gene-symbols (HUGO abbreviations) are listed for DEGs

**Fig. 2:**
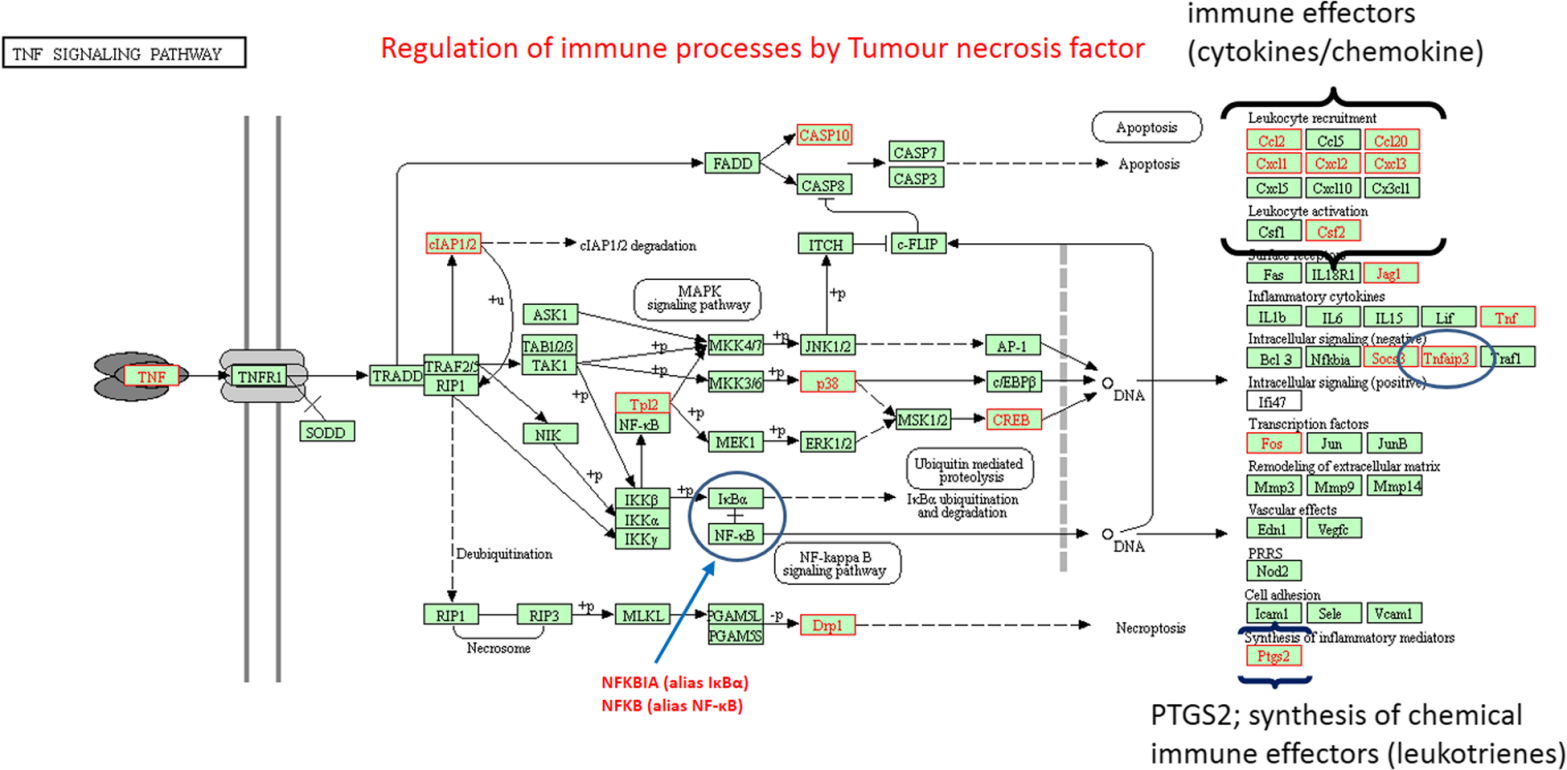
Regulation of immune EP expression by Tumour necrosis factor (TNF) signalling after exposure of IPEC-J2 cells to micro algae extracts in the absence and presence of ETEC. DEGs are highlighted in red or encircled in the original KEGG “TNF signalling pathway” scheme

Four EPs that were higher expressed after exposure of IPEC-J2 cells to all 4 algae extracts at 6 h, but not after exposure to ETEC alone, were mapped to NRF2 pathway: i.e. HMOX1, NQO1, and heat shock proteins HSPA1A/B (alias Hsp70) and DNAJB1 (alias Hsp40) (see Table 3). 

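HMOX1 (NM_001004027, 4 probes) rose at 6 h with C (4.04 [4.47, 3.65]), H (6.03 [6.63, 5.48]), S (2.76 [2.91, 2.62]) and AM (16.3 [18.8, 14.1]), with all probes that had an FC in the same direction. NQO1 (NM_001159613, 3 probes) rose with C (3.24 [3.76, 2.8]), H (3.79 [4.21, 3.41]) and S (2.16 [2.21, 2.11]), and 1.91 [3.05, 1.2] times with AM, where 1 of 2 arrays was well above background. For HSPA1A/B the FC was 2.96 [3.05, 2.87], 2.23 [2.13, 2.33], 1.78 [1.52, 2.1] and 8.32 [7.5, 9.22] with C, H, S and AM. DNAJB1 (NM_001244430, 2 probes) followed with 2.23 [2.52, 1.97], 1.86 [2.05, 1.7], 1.71 [1.92, 1.52] and 14.2 [16.2, 12.5]. With ETEC alone DNAJB1 was 1.38 [1.24, 1.53] times lower, NQO1 1.16 [0.979, 1.38] and HSPA1A/B 1.02 [0.971, 1.07] times lower, and the dimmer HSPA1A/B probe was 1.6 times higher.

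An exact one-sided permutation over the 10 pools at 6 h, which moved the control among the 5 pools with and the 5 pools without ETEC, can reach no p under 0.04. HMOX1, NQO1 and DNAJB1 reached this p (0.08 after Benjamini-Hochberg correction over 10 genes), since the exact order held in all 4 extracts with and without ETEC. The paper selected these genes on the same arrays for being higher with all 4 extracts and not with ETEC alone. The p therefore restates this selection and is no independent test of it. For HSPA1A/B the exact p was 0.12 on its brighter probe, where 2 of the 4 mixtures were above ETEC alone. On the dimmer probe all 4 were, with an FC of 2.14 (C-ETEC), 2.79 (H-ETEC), 3.41 (S-ETEC) and 3.86 (AM-ETEC). Genes at least 2-fold higher with each of the 4 extracts alone and under 2-fold with ETEC alone numbered 10 over the whole array. Simulations of array spread with the same rule gave a median of 2 and a highest of 6. The 10 genes were under 2-fold with ETEC by this rule and not as a result. HMOX1 was among them, with HIST4H4, PARD6B, RPS26 and TAF1D, and so were DNAJB1 and HSPA1A/B through their dimmer probe, which rose 2.62 and 2.68 times with S. A cut-off of 1.5, the alternative that moved this number most, gave 289 genes.

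**Figure D3:**
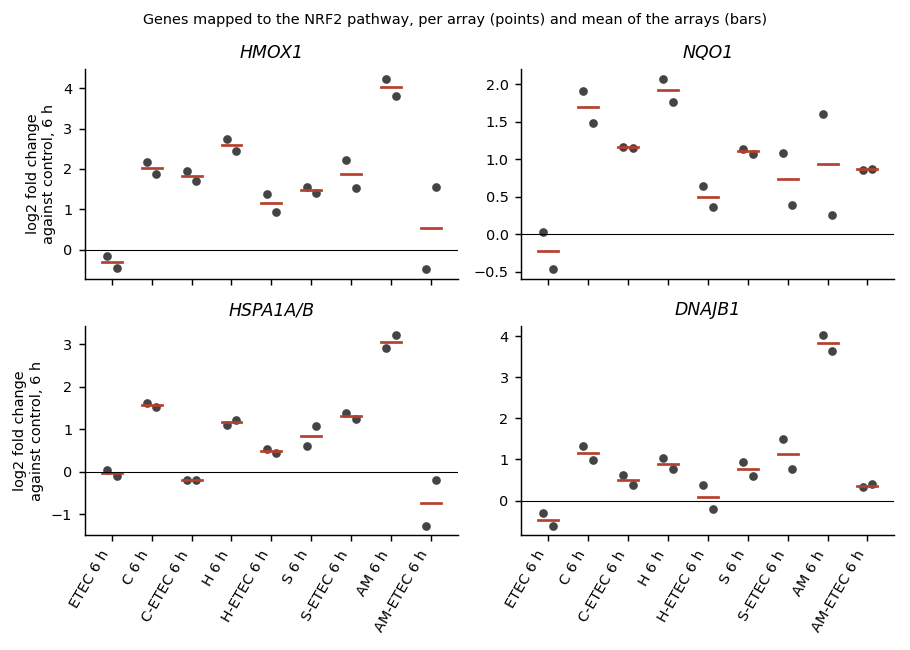
Log2 FC against the control at 6 h of HMOX1, NQO1, HSPA1A/B and DNAJB1 for each array (points) and the mean of the 2 arrays (bars).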

The NRF2 pathway represents the activation of NFE2L2 (alias NRF2), a transcription factor responding to oxidative stress in cells. NFE2L2 drives transcription of the above described four DEGs and of many other antioxidant genes (https://www.wikipathways.org/index.php/Pathway:WP2884). Clear associations were found between HMOX1, NQO1 and HSPA1A/B and chemical compounds with antioxidant activity known to be present in micro algae’s (e.g. Tocopherols [Vitamin E and α-Tocopherol], Thioctic acid [alias α-liopic acid; a precursor for ω-3 polyunsatured fatty acids, and Vitamin C [27]) were observed. A complete list of these substances is provided in Additional file 3 (sheet NRF2 pathway).

### Response of ECM genes/proteins

Several genes coding for different types of collagens (COLs) were differentially expressed in IPEC-J2 cells exposed to algae extracts alone and in the presence of ETEC. 

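COL17A1 (AY277629, 1 probe) rose at 2 h with C-ETEC (5.21 [5.02, 5.4]), H-ETEC (6.62 [6.8, 6.45]) and S-ETEC (3.34 [3.39, 3.3]), while ETEC alone gave a value 1.14 times lower. COL3A1 (TC626843, 1 probe) was higher expressed at 2 h with C-ETEC (3.3 [3.47, 3.15]), H-ETEC (2.58 [2.71, 2.45]), S-ETEC (3.13 [3.26, 3.00]) and S (2.16 [2.12, 2.2]). At 6 h COL3A1 reached 2.94 [2.59, 3.34] with C, 5.55 [5.41, 5.69] with C-ETEC and 10.8 [11.9, 9.86] with H-ETEC, and ETEC alone stayed at 1.21. COL4A1 (TC548681, 5 probes in the same direction) was lower with C (3.83 [3.27, 4.49]) and C-ETEC 5.03 [4.49, 5.63] at 6 h.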

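At 2 h, C lowered COL12A1 (AK394539, both probes) 5.13 [4.95, 5.3] times, COL4A1 2.59 [2.57, 2.61] times and COL4A5 (TC570171, 1 probe) 2.63 [2.75, 2.52] times. H and S at this time lowered COL12A1 by 1.25 and 1.92 times. COL12A1 was still lower with C at 6 h (8.03 [7.77, 8.3]), as was COL4A5 2.77 [2.03, 3.78]. With H at 6 h, COL1A1 (AJ941761, 1 probe) was 10.3 [17.1, 6.26] times lower, with S 4.39 [2.51, 7.68] times lower and with C lower by at least 3.49 times. The other collagens changed little with H at 6 h, between 1.02 times for COL12A1 and 1.81 times for COL3A1.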

The C (2 h), H (6 h) and AM (6 h) were the most potent extracts in steering expressing of these genes. An nearly similar pattern of expression of different COL variants was observed for the AM extract alone as for a mixture of this extract and ETEC (Fig. 3), i.e. stimulated expression of the variants COL1A1, COL3A1, and COL6A1, and a decreased expression for COL4A1, COL4A5, COL12A1 and COL17A1. 

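COL3A1 rose 10.1 [10.6, 9.6] times with AM and 11.3 [29.9, 4.25] times with AM-ETEC, and COL17A1 rose 2.03 [2.08, 1.99] and 2.15 [3.33, 1.39] times. COL4A1 fell on all 5 probes, 4.58 [3.8, 5.51] times with AM and 5.86 [7.35, 4.68] times with AM-ETEC. COL4A5 was not well above background on either AM array and 2.1 [1.83, 2.41] times lower with AM-ETEC, where 1 array measured it. COL12A1 was not well above background in both pools, and its bound was at least 1.13 times lower with AM-ETEC. COL1A1 had an FC of 1.09 [1.47, 0.814] with AM-ETEC on 1 measured array. COL6A1 is not analysed here because no probe could be named with it.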

COL3A1 is highly expressed in granulation tissue, new tissue marbled with microscopic blood vessels, whereas COL1A1 and COL6A1 are ubiquitous expressed in all organs including smooth muscle tissue imbedded in blood vessel walls. 

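PLOD2 (XM_003132466, 1 probe) was lower expressed at 2 h with C (1.99 [2.05, 1.94]), C-ETEC (2.52 [2.64, 2.4]) and H-ETEC (1.91 [2.00, 1.82]), and ETEC alone lowered it 1.31 [1.46, 1.18] times. At 6 h it was 1.66 [1.39, 1.98] times lower with C-ETEC, 2.28 [3.23, 1.61] times with AM and 3.36 [7.63, 1.48] times with AM-ETEC. Of the 2 AM arrays and of the 2 AM-ETEC arrays 1 each was well above background for this probe. COLGALT1 is not analysed here.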

In the presence of ETEC, gene expression of PLOD2 (an enzyme which reversibly catalyses the hydroxylation of lysine residues in Procollagen) and of COLGALT1 (a Procollagen galactosyltransferase) were down-regulated by the C extract at 2 h and by C and AM at 6 h, respectively. 

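ITGAV (ENSSSCT00000035294, 7 probes) was lower at 2 h with C (2.27 [2.17, 2.38]), with all 7 probes in the same direction, and close to the control with H (1.16) and S (1.2). At 6 h it was lower with C (2.37 [1.97, 2.85]) and AM (3.13 [2.76, 3.54]), with 6 of 7 and 6 of 6 probes in the same direction. The mixtures showed lower values of 2.78 [2.73, 2.82] for C-ETEC and 2.33 [2.31, 2.36] for H-ETEC at 2 h, and of 1.82 [1.67, 1.99] for C-ETEC at 6 h. For AM-ETEC the value was 5.9 [24.8, 1.4] times lower and rests on replicate 1.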

Expression of Integrin Subunit Alpha V (ITGV), a gene coding for a surface receptor that reverses the process of cell-cell adhesion (focal adhesion) was significantly decreased by the AM (6 h) and C (2 and 6 h) extracts. Furthermore, expression of the EP SPARC (secreted protein acidic and rich in cysteine), a stress-inducible protein that plays an important role in disassembly and repair of ECM networks, was decreased by the AM, and C extracts at 6 h, in the absence and presence of ETEC. 

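SPARC (NM_001031794, 8 probes) was 4.63 [4.23, 5.07] times lower with AM, with all 6 probes that had an FC in the same direction. With AM-ETEC it was 12.0 [58.5, 2.47] times lower on all 8 probes, a size that replicate 1 decides. C lowered SPARC 1.31 [1.12, 1.53] times and C-ETEC 2.27 [1.96, 2.63] times at 6 h, again on all 8 probes. Values at 2 h were 1.63 [1.62, 1.64] times lower with C, 2.06 [1.92, 2.21] with C-ETEC and 2.07 [1.97, 2.17] with H-ETEC. ETEC alone gave 1.09 [1.23, 0.969] at 6 h.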

Elevated expression induced by ETEC alone (FC = 47 at 6 h) of the secreted Alpha-1-Microglobulin gene (AMBP; alias Bikunin Precursor), a serine protease inhibitor exerting an inhibitory activity towards ECM degrading enzymes Elastase-2 (ELANE) and Plasmin (PLG), was further increased by the C, H and AM extracts at 6 h (~ 600-fold for the H and AM extract).

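The probe of AMBP with the highest signal (TC618358) rose 46.7 [54.3, 40.2] times with ETEC at 6 h, 223 [225, 220] times with C-ETEC, 577 [594, 561] times with H-ETEC and 91.8 [66.0, 128] times with S-ETEC. For AM-ETEC the FC was 691 [3032, 158], and its size depends on the dim replicate 1. Set against ETEC alone at 6 h, the rise was 4.76 times with C, 12.3 with H, 1.96 with S and 14.8 with AM. At 2 h the FC was 17.6 [18.0, 17.2] with ETEC, 34.2 [42.2, 27.7] with C-ETEC, 21.0 [26.6, 16.6] with H-ETEC and 18.4 [19.3, 17.6] with S-ETEC. Without ETEC it moved between 2.19 times lower (H) and 2.37 times higher (AM) at 6 h.

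In all 9 pairs of pools the probe was higher with ETEC, by 6.02 log2 on average (standard error 0.63, adjusted p 0.000813 in limma). This includes the pairs without extract, the only ones with both pools on the same slides. In the other pairs ETEC went mostly with another slide. The other probe of AMBP, of the RefSeq transcript, had signal in few pools and no FC in most of them. ELANE is not analysed here, and the probes of PLG were not well above background in any pool.

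**Figure D4:**
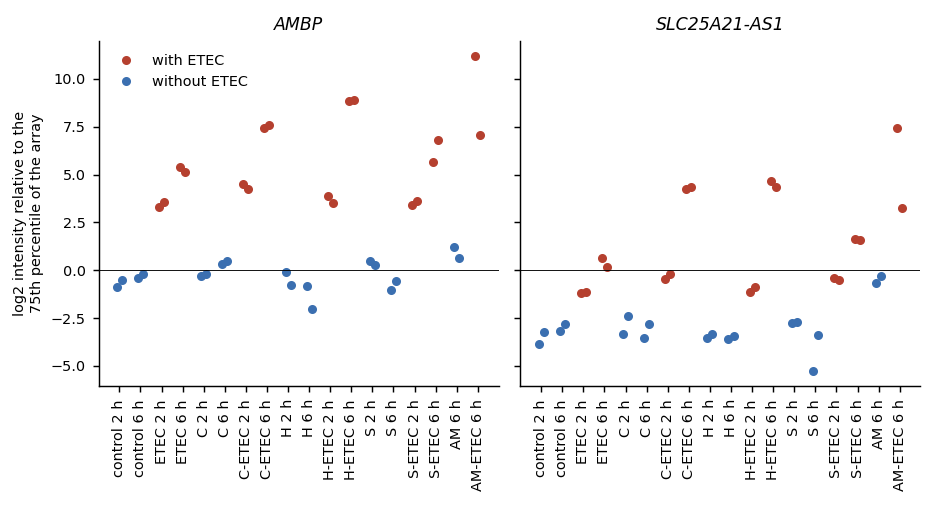
Log2 intensity relative to the 75th percentile of the array for the AMBP and SLC25A21-AS1 probes on every array, with ETEC in red and without ETEC in blue.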

**Fig. 3:**
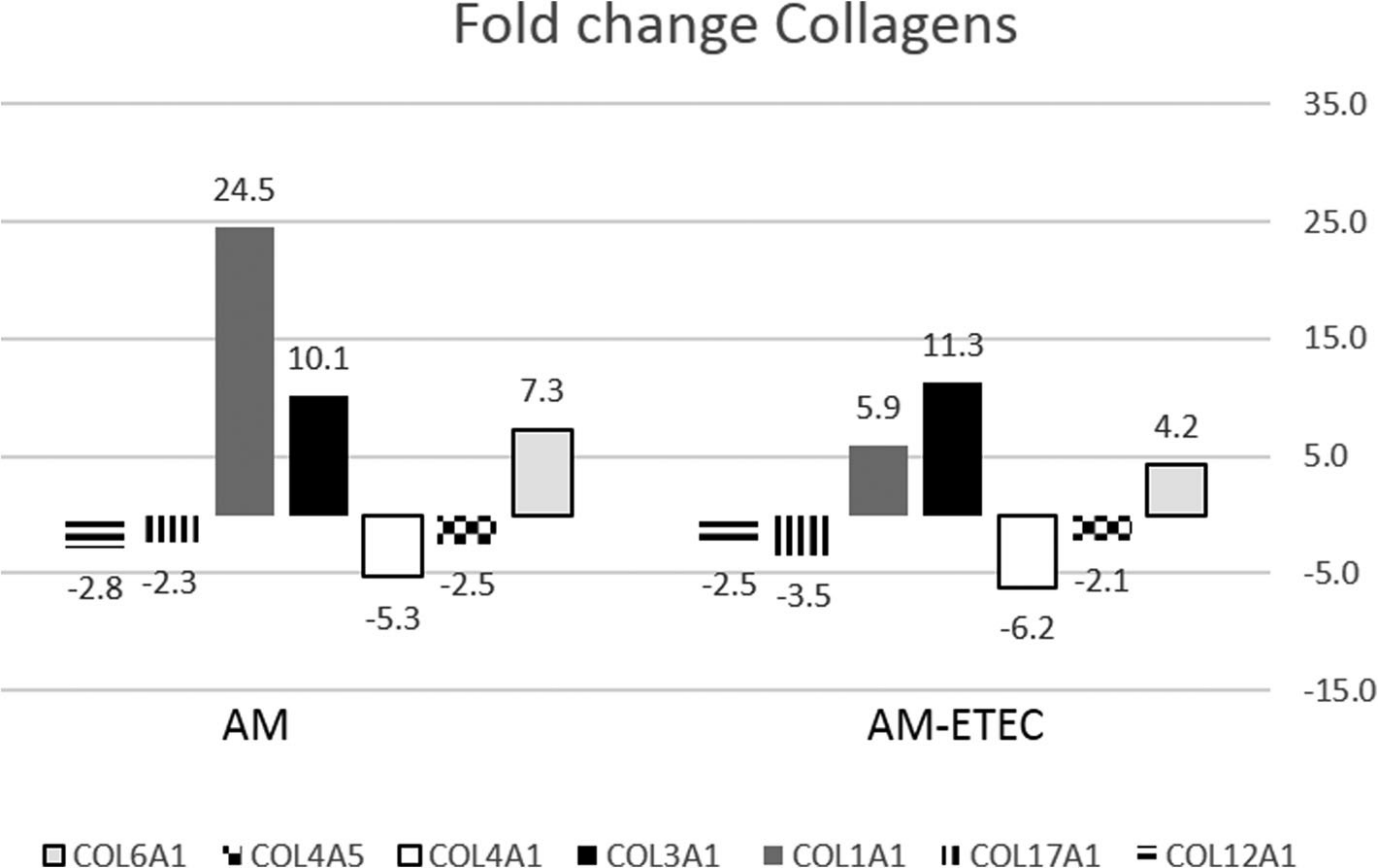
Gene expression pattern of collagen variants in IPEC-J2 cells in response to the AM extract, with and without ETEC

### Genes involved in β-oxidation of fatty acids

The nucleic acid phenotyping program VarElect was used to select genes involved in β-oxidation of fatty acids in mitochondria and peroxisomes from list with DEGs. In the absence of ETEC at 2 h only a few genes could be retrieved matching the queried term “beta-oxidation”. In the presence of ETEC, most DEGs could be retrieved from lists of C and H at 2 h (18), and from lists of AM and C at 6 h (22). These 18 and 22 DEGs were analysed separately using GeneAnalytics in order to retrieve common and related pathways (pathways listed in Additional file 3, sheet Beta-oxidation). Among the pathways retrieved were ″PPAR-mediated transcription of genes involved in membrane transport of fatty acids (DBI, ACSL1 and ACSL4) and the production of Acyl/Acetyl-CoA from fatty acids in mitochondria (ACOX1, CPT1A, ACADM). 

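At 2 h, DBI (NM_214119, 3 probes in the same direction) was lower with C-ETEC (1.29 [1.29, 1.3]) and H-ETEC (1.56 [1.57, 1.54]) and higher with ETEC alone (1.25 [1.35, 1.17]). ACSL4 (NM_001038694, 6 probes) was lower with C-ETEC (2.04 [2.12, 1.96]) and H-ETEC (1.84 [2.17, 1.56]), and CPT1A (NM_001129805, 6 probes) with C-ETEC (2.2 [2.21, 2.18]) and H-ETEC (3.19 [3.05, 3.33]). ACADM (NM_214039) was lower on all 7 probes with C-ETEC (1.66 [1.64, 1.68]) and H-ETEC (1.94 [2.06, 1.82]). ACSL1 (TC597602, 4 probes) rose 2.07 [1.99, 2.16] times with S and 2.38 [2.43, 2.33] times with S-ETEC. At 6 h the FC with C-ETEC was 1.49 for ACSL1, 1.47 for ACADM and 1.73 for DBI, while CPT1A was 1.29 times lower. The probes of ACSL1, ACSL4 and CPT1A did not all move in the same direction within a pool.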

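FAM120A (ENSSSCT00000031381, both probes) rose at 2 h with C-ETEC (3.04 [2.77, 3.33]) and H-ETEC (3.55 [3.24, 3.88]), against 1.24 [0.982, 1.57] with ETEC alone and 1.23 and 1.26 with C and H alone. For FAM120C (A_72_P704505, 1 probe) the FC was 2.13 [2.53, 1.79] with C-ETEC and 2.14 [2.05, 2.23] with H-ETEC, while it was lower with ETEC (1.03), C (1.76) and H (1.23). With S-ETEC the FAM120C probe was not well above background and lower by at least 1.82 times.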

Two co-activators of PPAR-γ were up-regulated (FAM120A and FAM120C) by the C and H extract in the presence of ETEC at 2 h. In addition to mitochondrial enzymes, also genes coding for peroxisome-specific enzymes involved in β-oxidation (EHHADH, ECH1, ABCD3) and in the biogenesis of these organelles (ABCD3 and PEX19) were enriched at 6 h. Several of these mitochondrial and peroxisome enzymes also play a role in the degradation of the essential amino acids valine, leucine, isoleucine, tryptophan and lysine (see also below). 

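EHHADH (AY692367, 1 probe) was higher at 6 h with C (2.00 [2.51, 1.59]), C-ETEC (2.45 [3.17, 1.89]) and H-ETEC (1.98 [2.38, 1.65]), and 1.47 [1.88, 1.15] times with ETEC alone. ECH1 (NM_001044607, both probes) rose with C (2.13 [2.3, 1.96]) and C-ETEC (1.89 [2.34, 1.52]). ABCD3 (NM_001244133, 1 probe) was lower with ETEC (2.34 [1.97, 2.78]) and in its mixtures with C (2.03 [1.74, 2.36]), H (2.92 [2.81, 3.05]), S (2.19 [1.87, 2.55]) and AM (3.4 [5.93, 1.94]). Without ETEC it was higher with C (1.7 [2.16, 1.33]), H (1.58 [1.97, 1.27]) and S (1.47 [1.71, 1.27]). PEX19 (ENSSSCT00000035887, 3 probes) had an FC of 1.07 [1.18, 0.971] with C-ETEC and was 4.11 [16.5, 1.02] times lower with AM-ETEC, where the 3 probes did not move together.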

In the process of lysine degradation, the fatty acid intermediate 2-oxoadipic acid (alias 2-oxo-hexanedioic acid) is converted by β-oxidation to acetyl coenzyme A (Acetyl-CoA) for production of energy (ATPs) in the citrate cycle. DEGs coding for enzymes involved in β-oxidation and in the catabolism of Procollagen 5-hydroxy-L-lysine residues (see below) were highlighted in red in Fig. 4.

**Fig. 4:**
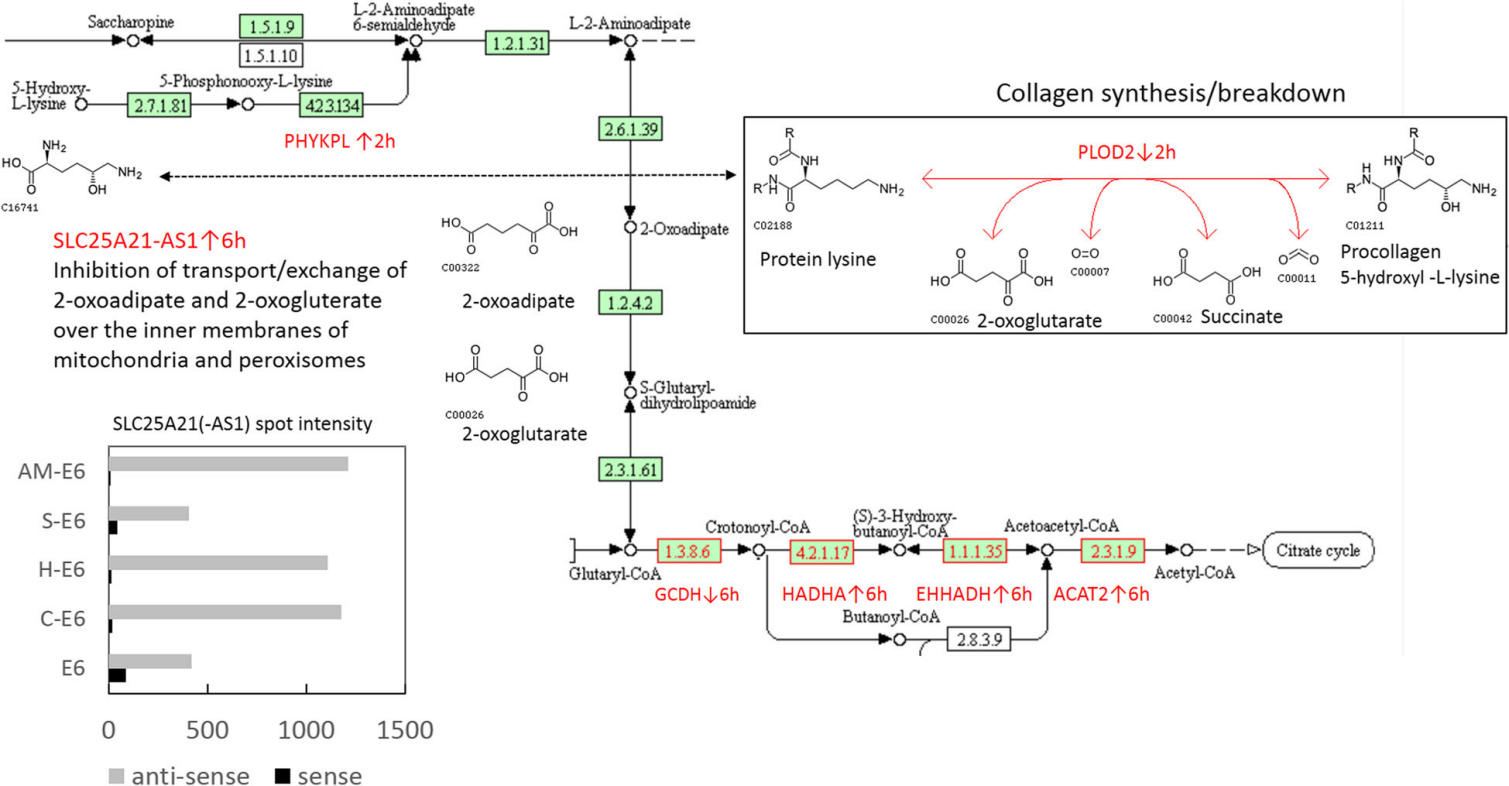
Regulation of Acetyl-CoA production by β-oxidation of fatty acids in mitochondria and peroxisomes, and the interexchange of 2-oxodipate and 2-oxogluterate by SLC25A21 over the membrane of these organelles in cells. DEGs coding for enzymes involved in β-oxidation and in the catabolism of Procollagen 5-hydroxy-L-lysine residues that responded to mixtures of algae extracts and ETEC are highlighted in red in the original KEGG “Lysine degradation” pathway scheme. Graph: raw spot intensity of SLC25A21 (sense) and SLC2521-AS1 (anti-sense) probes on the micro array

### Highly elevated expression of an anti-sense RNA in response to algae extracts

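The SLC25A21-AS1 probe (TC532229, 1 probe) rose 5.24 [6.3, 4.36] times at 2 h and 10.7 [14.0, 8.11] times at 6 h with ETEC alone. Its raw intensity in the control at 6 h was 31.5 and 58.9 on the 2 arrays, close to the filter of 60. With AM alone it was not well above background on either array, and no FC is given. The other extracts alone gave 1.63 [1.45, 1.83] with C at 2 h on 1 measured array and values 1.41 and 2.49 times lower with H and S at 6 h. With scaled values under 60 set to 60, the value of S at 6 h became 1.00.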

Expression of an antisense transcript, SLC25A21-AS1, was moderately (5 to11-fold) stimulated by ETEC and by the AM extract alone at 6 h. However, when ETEC-stressed IPEC-J2 cells were exposed to algae extracts, expression of this antisense RNA increased (up to 300–fold) for all 4 extracts (see Additional file 3, sheet beta-oxidation). 

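With the mixtures at 6 h, the SLC25A21-AS1 probe rose 156 [170, 144] times with C-ETEC, 182 [228, 146] times with H-ETEC, 24.3 [27.8, 21.3] times with S-ETEC and 323 [1562, 66.8] times with AM-ETEC. Against ETEC alone this was 14.6, 17.1, 2.28 and 30.3 times, and the AM-ETEC value depends on its dim array. At 2 h the FC was 9.43 [10.7, 8.29] with C-ETEC, 5.84 [6.64, 5.13] with H-ETEC and 8.55 [11.0, 6.64] with S-ETEC. No other probe could be named with this transcript here.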

Natural antisense transcripts (NATs) block the translation of their cognate sense mRNAs to a functional protein, here SLC25A21 (alias ODC). With respect to sense SLC25A21 mRNA, only for the incubation of ETEC (without algae extract) a raw spot intensity just above the background intensity was measured on microarrays (see bar plot in Fig. 4), revealing that hardly any sense SLC25A21 mRNA was detected in all extracted RNA samples (see bar plot in Fig. 4). SLC25A21 transports C5-C7 oxo-dicarboxylates (fatty acids) across the inner mitochondrial and peroxisome membranes. 2-oxoadipic acid molecules are imported in these organelles in exchange for export of 2-oxoglutarate molecules to the cytoplasm (a so-called membrane symporter). Besides being an intermediate of β-oxidation, 2-oxoglutarate is also converted to succinate as by-product when lysine residues are hydroxylated to 5-hydroxyl-L-lysine residues in Procollagens, catalysed by the PLOD2 enzyme (see above, and the box “Procollagen synthesis/breakdown” in Fig. 4). 

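SLC7A11 (ENSSSCT00000025645, 1 probe) rose at 6 h with ETEC (3.68 [3.76, 3.6]), C-ETEC (4.53 [5.15, 3.98]), H-ETEC (6.16 [6.33, 6.00]), S-ETEC (6.24 [4.96, 7.86]) and AM-ETEC (2.69 [1.79, 4.03]). The extracts alone raised it as well, 1.76 [1.26, 2.46] times with C, 3.36 [4.1, 2.76] with H, 2.05 [1.99, 2.11] with S and 6.64 [6.11, 7.23] with AM, where 1 array measured it. At 2 h it was lower with ETEC (1.27), C-ETEC (1.13) and H-ETEC (1.65). Against ETEC alone at 6 h the mixtures of C, H and S were 1.23, 1.67 and 1.70 times higher and AM-ETEC 1.37 times lower.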

Expression of the plasma membrane transporter SLC7A11 coincided with SLC25A21-AS1 up-regulation (see additional file 3, sheet Beta-oxidation). SLC7A11 is a subunit of the symporter complex “System Xc-”, which facilitates import of cysteine’s in exchange for export of glutamate molecules in the process of Ferroptosis, a form of reactive oxygen species (ROS) induced cell death. Ferroptosis is triggered by accumulation of iron or Coenzyme A (CoA), the end product of lipid oxidation/degradation. Stimulation of ROS production by eicosanoids synthesised from CoA in the process of Ferroptosis is inhibited by α-Tocopherol (Vitamin E; see KEGG pathway scheme Ferroptosis: http://www.kegg.jp/kegg-bin/show_pathway?map04216+C00010).

## Discussion

To measure the response of IPEC-J2 enterocytes to biological active components produced by micro algae’s it was necessary to desalt the dried biomass by repeated washing with an isotonic medium. Desalting enabled us to test more concentrated micro algae extracts, without toxic effects for IPEC-J2 cells. We observed differential expressed genes involved in steering the processes of blood coagulation and blood vessel development. Both processes are believed to be affected by water-soluble sulphated-polysaccharides produces by algae’s [4, 5, 28]. This suggested that these hydrophilic (water-soluble) substances were, in part, still present after desalting of the biomass in the watery phase. The elevated expression of genes/proteins like HMOX1, NQO1 and CXCL8 induced by algae extracts in the absence of ETEC are believed to be affected by hydrophobic biological active substances produced by micro algae’s (e.g. carotenoids, phytosterols, and ω-3 fatty acids) [29]. Together with the observed intense colouring of extracts after mechanical disruption and centrifugation of algae suspensions, this elevated expression of specific genes indicated that the hydrophobic carotenoid pigments were efficiently extracted from cell walls and stayed biologically active.

When applied as additive in diets, algae’s pass the stomach and the upper parts of the intestines before reaching the enterocytes in the jejunum. In these parts, algae’s are exposed to low pH and to host and microbiota enzymes, resulting in the release of macromolecules fragments like peptides and oligosaccharide moieties from the cells walls. The biological activity of such macromolecule fragments was demonstrated in several studies (reviewed in [7, 11, 30, 31]). Recent research in our lab showed that beat milling of algae biomass improved digestibility of proteins with 10% (van Krimpen, personal communication), indicating that proteins imbedded in the algae cell wall matrix were fragmentised and unlocked by this method, a method comparable to the Ultra-Turrax® disruption method with beats we used in this study. This suggests that our extracts may also contain soluble peptides and oligosaccharide moieties released from cell walls, which may have contributed to the overall response measured in IPEC-J2 cells. Because, mechanical disruption, most likely, generates a randomised population of moieties with unknown structure, we are not able to relate the responses in IPEC-J2 cells to moieties with a specific chemical structure, as was established for anticoagulant activity of specific sulphated glycan motifs [32] and antibacterial activity of peptides and proteinaceous lectins [7, 9]. Another indication that biological active substances were efficiently extracted from the C, H, S and AM biomass was the overlap in biological processes regulated by all four extracts in not stressed, as well as in and ETEC-stressed IPEC-J2 enterocytes. The extracts prepared from the mixed culture (AM) was the most potent one, likely, because it contained a broader collection of biological active substances.

### Activation of immunostimulatory EPs

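At 2 h, CXCL8 rose with S (3.63 [2.94, 4.48]), C (1.45 [1.31, 1.62]) and H (1.41 [1.16, 1.73]). It also rose in the mixtures with C (4.44 [4.48, 4.41]), H (2.54 [2.17, 2.98]) and S (6.78 [6.53, 7.04]). ETEC alone gave 1.23 [1.19, 1.26] for CXCL8. CSF2 in the mixtures was higher by at least 11.5 times with C-ETEC and at least 6.9 times with S-ETEC at 2 h, and by at least 13.3 and at least 10.8 times at 6 h. ETEC alone gave CSF2 at least 5.98 times at 6 h. CCL2 (NM_214214, 2 probes) rose at 6 h with C-ETEC (11.7 [11.5, 11.8]), H-ETEC (11.9 [14.3, 9.96]) and AM-ETEC (6.22 [3.31, 11.7]), and with ETEC (1.66 [1.45, 1.89]) and H alone (1.81 [1.9, 1.71]). CCL5 (NM_001129946, 3 probes) rose with H (2.08 [2.1, 2.06]), S (1.92 [1.92, 1.91]), C (1.8 [1.84, 1.76]), C-ETEC (3.19 [3.4, 2.99]) and H-ETEC 3.37 [3.58, 3.17] at 6 h. CCL20 rose at 6 h with ETEC (11.8 [8.61, 16.1]), C-ETEC (15.5 [9.78, 24.5]) and S-ETEC (14.2 [11.1, 18.1]), and 1 control array measured it.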

Expression of genes coding for cytokines/chemokines (CXCL8, CSF2, CCL2, CCL5, CCL17, CCL20,) that attract and activate innate immune cells (e.g. macrophages, neutrophils) and cells of the adaptive immune response (T- and B-cells), was stimulated by the tested micro algae extracts. Berry et al. [33] recently showed that expression of CCL20 and CXCL8 increased when IPEC-1 cells (a cell line closely related to IPEC-J2) were exposed to purified fractions of sulphated polysaccharides prepared from seaweed. The elevated expression of an array of cytokines/chemokines suggests that our extracts, most likely, also contain other biological substances than sulphated polysaccharides that are able to directly or indirectly activate expression of a variety of functional different chemokines/cytokines in IPEC-J2 cells. This (immediate)-early immunological response we measured in IPEC-J2 cells will be useful for designing and conducting in vivo intervention studies addressing the immunological potential of micro algae extracts or specific biological substances purified from micro algae’s for humans and animal intestinal health purposes.

In several studies it was reported that extracts of macro and micro algae supressed the expression of the inflammatory cytokines TNF-α, TGF, IL1B, IL6, IL4, IFNG [12, 34–36] and of the transcription factor NFKB responsible for expression of these cytokines [37]. We also observed a lower expression of the cytokines TNF-α (S), TGF-α and TGF β (AM) in IPEC-J2 cell. In addition, after exposure of IPEC-J2 cells to mixtures of ETEC and algae extracts for 2 h, all extracts stimulated the expression of NFKBIA, the inhibitor of NFKB transcription activity (see Fig. 2), and of TNFAIP3, a terminator of TNF signalling (blue encircled in Fig. 2). 

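TNF (NM_214022, 1 probe with an FC) was higher at 2 h with S (2.01 [1.31, 3.11]) and C (2.01 [2.28, 1.76]), and at 6 h lower with S (3.11 [3.42, 2.83]) and H (2.34 [2.01, 2.72]). C-ETEC and S-ETEC raised it 2.18 [1.98, 2.41] and 2.93 [3.94, 2.18] times at 2 h. TGFA (NM_214251, 1 probe) was not well above background on either AM array, and AM-ETEC was 2.42 [2.15, 2.73] times lower on 1 measured array. TGFB1 (NM_214015, 2 probes) was lower by at least 1.91 times with AM and 2.07 [2.24, 1.9] times with AM-ETEC. The probes of TGFB3 were not well above background in any pool, and TGFB2 is not analysed here.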

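In the mixtures at 2 h, NFKBIA rose on all 3 probes, 4.47 [3.97, 5.03] times with C-ETEC, 1.88 [1.89, 1.86] times with H-ETEC and 4.14 [4.13, 4.14] times with S-ETEC. TNFAIP3 rose 4.59 [3.97, 5.32] times with C-ETEC, 3.25 [3.32, 3.17] times with H-ETEC and 10.2 [8.34, 12.4] times with S-ETEC, on 3, 2 and 3 of its 3 probes. Set against ETEC alone, the mixtures of C, H and S raised NFKBIA 4.72, 1.98 and 4.36 times and TNFAIP3 3.89, 2.75 and 8.61 times. AM at 2 h is not analysed here, so the statement on all extracts is examined for 3 extracts at this time.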

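ETEC alone left NFKBIA 1.06 [1.04, 1.07] times under the control at 2 h and TNFAIP3 1.18 [1.16, 1.2] times above it. With the extracts alone, NFKBIA was 1.14 [0.958, 1.35] times higher with C, 1.2 [1.34, 1.08] with S, and 1.07 [1.01, 1.14] times lower with H. On its brightest probe TNFAIP3 rose 1.4 [1.23, 1.59] times with C, 1.06 [0.904, 1.25] with H and 2.1 [2.01, 2.21] with S. The other 2 probes were lower with C (1.31 and 1.08 times) and H (1.55 and 1.17 times), and with S 2 of 3 probes were higher.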

At this time-point, expression of NFKBIA and TNFAIP3 was not stimulated by ETEC or extracts alone. This possible feed-back response by NFKBIA and TNFAIP3 could play a role in tuning expression of inflammatory cytokines by IPEC-J2 cells, i.e. to prevent overexpression.

Expression of COL1A (Type I Procollagen Alpha 1 Chain) was highly stimulated by the AM extract alone (FC ~ 25). 

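The only named COL1A1 probe was not well above background on either AM array, at raw intensities of 2.67 and 15.2 against 101 and 253 in the control at 6 h, so that no FC of AM is given. At 2 h COL1A1 was 2.07 [2.3, 1.87] times higher with C, 1.01 [0.993, 1.02] times lower with ETEC, and lower by at least 2.53 times with H-ETEC. With ETEC alone at 6 h it was 1.26 [1.35, 1.17] times lower.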

Overexpression of procollagens in inflamed tissue leads to formation of fibrils that initiate inflammatory processes. Procollagen overexpression is presumed to be associated with increased expression of the heat shock protein (HSP) and pro-collagen chaperone, SERPINH1 (alias Colligin-1 or HSP [38, 39]). However, we observed no elevated gene expression of SERPINH1 in response to tested extracts, whereas we did for two other HSP’s (DNAJB and HSPA1A/B; alias HSP70.1). 

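SERPINH1 (NM_001244132, 2 probes) had an FC at 6 h of 1.46 [1.48, 1.45] with C, 1.68 [1.54, 1.83] with H and 1.21 [1.2, 1.22] with S, and AM arrays did not measure it. At 2 h it lay between 1.11 times lower (C) and 1.01 times higher (H) with the extracts alone, and reached 1.36 [1.32, 1.4] with S-ETEC. In AM-ETEC it was 2.39 [3.43, 1.67] times lower on 1 measured array. The brighter probes of DNAJB1 and HSPA1A/B at 2 h were within 1.21 times (DNAJB1 with C) of the control with C, H and S, and their dimmer probes rose up to 1.88 and 1.74 times (both with S).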

In IPEC-J2 cells challenged with the AM extract alone, expression of these two HSP’s coincided with the elevated COL1A expression. In the intestinal mucosa of patients with inflammatory bowel disease, HSPA1A/B overexpression was found to be associated with a balanced inflammatory response to damaging factors [40]. It would be interesting to investigate if this co-elevated expression of COL1A and HSP’s in enterocytes also play a role in controlling inflammatory reactions in vivo. Furthermore, our data suggest that high concentrations of algae biomass in a diet could trigger the formation of “inflammatory fibrils”, and consequently unwanted inflammatory reactions. Therefore, we propose that dose-response studies have to be performed in order to define a concentration of micro algae biomass in a diet which does not induce negative side-effects, but still supports the beneficial effects of the biological active substances produced by the micro algae.

### Antiviral properties

Sulphated polysaccharides, specific lectins, and the phlorotannin Diphlorethohydroxycarmalol (a flavonoid derivate), were identified as micro algae substances with antiviral activity [15, 30, 41, 42]. The latter substance inhibited integration of the HIV genome in host cell DNA [43] and stimulated the expression of genes coding for enzymes that synthesise the inflammatory mediating prostaglandins (COX1, COX2 and PTGS2), and of genes involved in the repair of damaged DNA (nucleotide excision repair genes; ERCC’s) [44, 45]. 

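PTGS2 (NM_214321, 3 probes) was lower at 6 h with C (2.07 [2.11, 2.03]), H (1.03 [1.05, 0.999]) and S (1.11 [1.07, 1.16]), and 1.19 [1.03, 1.36] times lower with AM. With ETEC alone it was 1.64 [1.47, 1.84] times higher. At 2 h PTGS2 was higher with C (1.32), H (1.05) and S (1.35). ERCC1 (NM_001159309, 4 probes) was higher with the extracts alone at 6 h, 1.8 [1.98, 1.63] with C, 1.35 [1.44, 1.26] with H, 1.14 [1.2, 1.09] with S and 1.11 [1.22, 1.01] with AM. ERCC6 (DN120814, 2 probes) was lower at 2 h with C (1.1), H (1.05) and S (1.2) and higher at 6 h with C (1.36), H (1.49) and S (1.24), where its probes disagreed. PTGS1, ERCC2, ERCC3, ERCC4, ERCC5 and ERCC8 are not analysed here.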

In our study, a lower expression of prostaglandin synthesising enzymes and ERCC’s was measured in response to micro algae extracts, and no other indicative evidence was found that these processes were stimulated in IPEC-J2 cells. Nevertheless, the current study showed that expression of the interferon genes IFNL (alias IL29), IFNW1 (2 h) and IFN1A (6 h) was stimulated by micro algae extracts alone and by mixtures of extracts and ETEC (i.e. in stressed and non-stressed IPEC-J2 cells). Expression of these interferons can be induced via the “RIG-I-like receptor signalling pathway” (https://www.kegg.jp/kegg-bin/show_pathway?hsa04622) when cells sense viral antigens. 

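IFNL1 (NM_001142837, 1 probe) was higher at 2 h with C (1.27 [1.07, 1.52]), H (1.6 [1.62, 1.58]) and S (1.4 [1.42, 1.38]). It rose further in the mixtures of C (2.21 [2.15, 2.27]), H (3.65 [3.75, 3.54]) and S (2.28 [2.2, 2.36]), and was 1.08 with ETEC alone. At 6 h it reached 8.1 [8.97, 7.31] with C-ETEC and 4.92 [5.94, 4.08] with H-ETEC, and extracts alone lay between 1.18 (C) and 1.7 (S). IFNW1 (NM_001166312, 1 probe) rose at 2 h with C-ETEC (2.67 [3.34, 2.14]), H-ETEC (3.21 [3.72, 2.76]) and S (1.51 [1.38, 1.66]), and was lower with C (1.57), H (1.12), ETEC (1.28) and S-ETEC (1.3). IFNA1 (NM_214393, 1 probe) rose at 6 h with C-ETEC (7.81 [9.66, 6.32]), H-ETEC (7.08 [10.5, 4.79]) and AM-ETEC (6.9 [9.37, 5.07]). S-ETEC gave only 1.18 for IFNA1 at 6 h, which was 1.15 times lower than ETEC alone. ETEC alone gave 1.36 [1.64, 1.14] for IFNA1, and C, H and S alone stayed between 1.4 times lower (C) and 1.27 times higher (S). No FC of IFNA1 is given for AM alone, although the permutation counts AM above the control. The exact permutation p at 6 h was the smallest possible for IFNL1 (0.08 after Benjamini-Hochberg correction over 10 genes) and 0.16 for IFNA1. For IFNL1 this counts S-ETEC at 1.25 times ETEC alone and AM-ETEC at 1.39 times, where the 2 arrays went opposite ways (0.263 and 7.36). The paper listed both genes for this order on the same arrays, so the permutation is no independent test of it.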

Further characterisation of the micro algae extracts in order to determine if specific compounds in the extracts are responsible for this stimulated interferon expression, and if such compounds have potential to induce an interferon-induced antiviral response to enteric human and animal viruses, may be worthwhile have potential.

### Antioxidant activity

As reported in other studies [16, 29], all here tested algae extracts highly stimulated expression of HMOX1 at 6 h, in the absence and presence of ETEC. 

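In the presence of ETEC at 6 h, HMOX1 was higher than the control with C (3.54 [3.86, 3.25]), S (3.66 [4.68, 2.86]) and H (2.21 [2.58, 1.9]). The AM-ETEC arrays gave 1.45 [0.712, 2.94] and went opposite ways, while all 3 probes with an FC had a mean above the control. Against ETEC alone the mixtures of C, H, S and AM were 4.37, 2.73, 4.51 and 1.79 times higher, the last with arrays that went opposite ways (0.787 and 4.05). At 2 h HMOX1 rose with H (2.29 [2.19, 2.4]), S (1.93 [1.98, 1.88]) and C (1.39 [1.41, 1.37]), and with S-ETEC (1.54 [1.4, 1.7]).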

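ETEC alone left HMOX1 at 1.03 [1.01, 1.04] times the control at 2 h and 1.24 [1.11, 1.38] times lower at 6 h. C-ETEC and H-ETEC at 2 h were 1.26 [1.32, 1.2] and 1.78 [2.15, 1.47] times lower than the control.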

In contrary, no enhanced expression was observed for HMOX1 after 2 and 6 h for ETEC alone. HMOX1 is an enzyme involved in degradation of heme, the oxygen-binding co-factor present in proteins like haemoglobin and myoglobin. By degrading free circulating heme, which induces oxidative-stress in cells, HMOX1 protects cells from programmed cell-death. Together with other antioxidant proteins/enzymes, expression of HMOX1 (and also of NQO1) is initiated by binding of the transcription factor NFE2L2 to the antioxidant response element (ARE) in the DNA loci of these genes. 

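The NFE2L2 probe (ENSSSCT00000017408, 1 probe) was not well above background on the arrays of C-ETEC and H-ETEC at 2 h, and lower by at least 2.04 and at least 3.2 times. It was also lower with ETEC (1.49 [1.44, 1.55]), S (1.68 [1.5, 1.87]) and S-ETEC (1.6 [1.22, 2.12]), and nearer to the control with C (1.01 [0.695, 1.46]) and H (1.22 [1.13, 1.33]).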

For NFE2L2, a lower expression was observed after exposure of IPEC-J2 cells for 2 h to algae extracts (C and H) in the presence of ETEC. 

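At 6 h the FC of NFE2L2 was 1.42 [1.96, 1.02] with C-ETEC and 1.32 [0.645, 2.69] with H-ETEC, where 1 array of each pool was well above background. ETEC alone raised it 2.14 [2.86, 1.6] times, and without ETEC it was lower with H (3.27 [3.38, 3.17]) and C (1.69 [1.18, 2.42]).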

After 6 h under these conditions, expression of NFE2L2 returned to a normal level. Likely, a normal concentration of NFE2L2 was sufficient to support the high expression of the antioxidant gene HMOX1, even in the presence of ETEC. These results, and the stimulation of cytokine expression (see above), indicated that substances in the micro algae extracts were able to exert their biological activity also in enterocytes stressed by an bacterial pathogen like ETEC.

### Oxygen homeostasis

With respect to antioxidant activity we also observed differential expression of several genes coding for enzymes involved in β-oxidation of fatty acids in mitochondria and/or peroxisomes (highlighted in red in Fig. 4). Beta-oxidation of fatty acids produces Acetyl-CoA molecules for ATP (energy) production in the citric acid cycle. Beta-oxidation is regulated by PPAR-signalling and may result in the production of an excess of ROS, and subsequent, to cell damage and programmed cell death [46]. The extremely high elevated expression of antisense RNA SLC25A21-AS1 in ETEC-stressed cells induced by all four micro algae extracts could play an important role in preventing an overload of ROS. As mentioned above, this antisense RNA inhibits translation of the oxodicarboxylate-symporter SLC25A21, affecting the concentration of 2-oxoadipate and 2-Oxoglutarate in the interior of mitochondria/peroxisomes and in the cytoplasm. Changes in 2-oxoglutarate concentration in the cytoplasm are sensed by egl-9 family hypoxia-inducible factors (e.g. EGLN3) which regulates the activity of the transcription factor hypoxia-induced factor 1A (HIF1A). HIF1A is the key transcription factor for the expression of genes responsible for regulation of oxygen homeostasis in cells, i.e. HIF1A regulates the switch from aerobic to anaerobic energy metabolism and vice versa in cells. In addition, HIF1A also stimulates the expression of EPs like HMOX1, a protein that widens blood vessels to support oxygen supply to cells in tissues.

### Collagen synthesis/breakdown

In the hydroxylation reaction of lysine residues in COL chains, catalysed by the PLOD enzymes, 2-oxoglutarate donates an O_2_ molecule and is converted to succinate (see box in Fig. 4). Succinate stabilises HIF1A [47], indicating that differences of 2-oxoadipate and 2-oxoglutarate concentrations between the mitochondria/peroxisomes and the cytoplasm not only affected oxygen homeostasis/ROS production in IPEC-J2 cells, but also the synthesis/breakdown of COLs. However, from our current data we cannot point out which lipophilic substance(s) in algae extracts were responsible for this, and it is not clear whether ROS are neutralised or that ROS production was favoured, e.g. to inhibit colonisation of ETEC bacteria. Also, it is not clear which biological substance, e.g. α-Tocopherol (alias Vitamin E) [48], Astaxanthin [16, 49], ω-3 fatty acids [50], Thioctic acid (alias “pyruvate oxidation factor” or α-lipoic acid, a precursor of ω-3 fatty acids) [27, 51] or combinations of substances in our micro algae extracts induced, e.g. transcription of SLC25A21-AS1, that may play a key role in regulation of these processes.

For the fresh water micro algae *Scenedesmus*, a stimulated expression of COLs, and in particular of COL3A1, was associated with suppression of UV irradiation-induced signs of ageing in skin cells [52]. Also, phospholipids isolated from *Chlorella regularis* affected COL/elastin ratios in the aorta of rats [53]. These results are in line with our data, and indicate that both species in the AM mixture modulate COL synthesis and breakdown. Moreover, it could explain the specific pattern of COL expression we observed, elevated expression of COL variants found in blood vessel walls.

### Blood vessel growth and proliferation

The elevated expression of COL3A1, which is a vital constituents of micro blood vessels, and of genes which promote blood vessel growth (angiogenesis; see Table 4) suggests that the micro algae extracts may promote forming and maintenance of lamina propia tissue in the intestine. The higher expression of the EP HMOX1, which promotes formation and widening of blood vessels in ischemic tissue [54] and the lower expression of the EP SPARC, an EP that inhibits proliferation of endothelial cells in vessel walls [55, 56], are in line with this hypothesis. Remodelling of ECM networks and proliferation of blood vessel cells are processes which also facilitate the passage of leukocytes through vessel walls, a process called diapedesis [57]. Together with the elevated expression of cytokines that attract these leucocytes (see above), this suggests that in vivo micro algae extracts may also potentiate diapedesis by regulating expression and secretion of EPs like HMOX1 and SPARC.

## Conclusions

All four tested micro algae extracts stimulated the expression of an array of cytokines/chemokines, irrespective of the presence of ETEC. These cytokines/chemokines may promote the influx of innate and adaptive immune cells into the lamina propia, enabling the intestinal immune system to respond quickly and properly to toxic compounds and enteric pathogenic intruders like ETEC.

Similar as reported in literature, all four extracts stimulated the expression of antioxidant proteins like HMOX1 and NQO1, in non-stressed and ETEC stressed cells [8, 28, 29]. The strong elevation of expression of the anti-sense transcript of the 2-oxoadipate/2-oxoglutarate symporter SLC25A21 in ETEC-stressed cells, induced by all four algae extracts, suggested that the process of collagen synthesis/breakdown was linked to ATP production via β-oxidation of fatty acids and to oxygen homeostasis/ROS in IPEC-J2 enterocytes. Transcriptional regulation of an anti-sense RNA induced by specific substances produced by micro algae’s, is to our knowledge, an novel finding which needs further research.

## Additional files

Additional file 1: Methods A). Growth of micro algae’s and preparation of dried biomass. B). Morphological typing of algae’s by microscopy. C). Preparation of algae extracts. D). IPEC-J2 in vitro test. E). Labelling, hybridization, scanning and feature extraction of microarrays.

Additional file 2: DEGs microarray comparisons and functional (pathway) analysis. A). Lists of DEGs used for pathway analysis. B). Enriched pathways without ETEC. C). Enriched pathways with ETEC.

Additional file 3: DEGs involved in specific biological processes. A). Regulatory genes. B). Immune effector proteins (EPs). C). NRF2-pathway. D). Beta-oxidation.

## Abbreviations

AM: Mixture of *Scenedesmus sp.* and *Chlorella sp.*
C: *Chlorella vulgaris*
COLs: Collagens
CTD: Comparative Toxicogenomics Database
DEGs: Differentially expressed genes
EPs: Effector proteins
ETEC: Enterotoxigenic *Escherichia coli*
FC: Fold change
GEO: Gene expression omnibus
H: *Haematococcus pluvialis*
HUGO: Gene Nomenclature and symbols of human gene names in the HGNC database
IL: Interleukin
IPEC-J2: Porcine intestinal epithelial cell line J2
KEGG: Kyoto Encyclopedia of Genes and Genomes
S: *Spirulina platensis*
TNF: Tumour necrosis factor

# Supplementary material for: Transcriptional response of cultured porcine intestinal epithelial cells to micro algae extracts in the presence and absence of enterotoxigenic Escherichia coli
**Source:** Genes Nutr. 2019 Mar 19;14:8. doi: 10.1186/s12263-019-0632-z
**Supplement:** Supplementary file 1 — Methods A). Growth of micro algae’s and preparation of dried biomass. B). Morphological typing of algae’s by microscopy. C). Preparation of algae extracts. D). IPEC-J2 in vitro test. E). Labelling, hybridization, scanning and feature extraction of microarrays.

**Additional file 1** Materials and Methods

**A) Growth of micro algae’s and preparation of dried biomass.**

Algae cultures were grown in liquid media (specified below) at temperatures around 20°C degrees with artificial light and additional CO_2_ in 5-20 litter vessels. After reaching the desired density, suspensions were centrifuged at low speed and the pellets (paste) was dried in thin layers at 40°C to powder (biomass).

-*Spirulina platensis* stain SAG 21.99 was grown in Modified Spirulina Medium; <http://marinebiotechnology.org/images/stories/medios_cultivo/Spirulina.pdf>.

Supplier; Algae Food and Fuel (note that this firm recently went bankrupt) <https://www.sustainableurbandelta.com/algae-food-fuel/?lang=nl>

-*Haematococcus pluvialis* strain CCAP 34/7 was grown in the medium described by Fábregas, et al. (2000) DOI: <https://doi.org/10.1007/s002530051652>.

Supplier; Astaco, <https://www.astaco-technologies.com/nl/>

-*Chlorella vulgaris* strain CCAP 211/11J and the mixture of S*cenedesmus* *obliques* and *Chlorella* *sorokiniana* (strain SAG:211-8k) were grown in 3N BBM basalt bold medium, described in: BISCHOFF, H.W., and BOLD, H.C. 1963.Phycological Studies IV. Some Soil Algae From Enchanted Rock and Related Algal Specie. University of Texas, Austin, 6318: p1 – 95; <http://ccala.butbn.cas.cz/en/bbm-medium>).

Supplier; Chlorella vulgaris strain, Scenedesmus obliques and Chlorella sorokiniana (strain SAG:211-8k) ACRRES, <http://www.acrres.nl/>

**B)** **Morphological typing of algae algae’s by microscopy.**

**
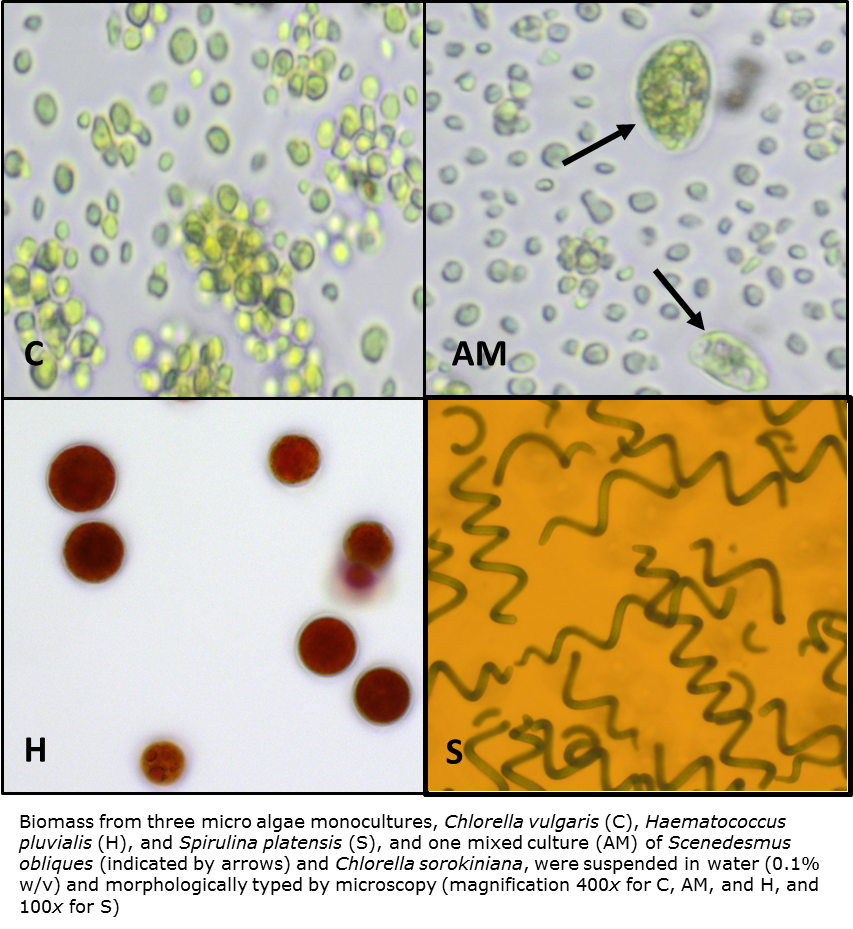
**

**C) Preparation of algae extracts.**

Dried biomass (2.5 g) prepared from micro algae cultures was suspended in 25 ml ice-cold 1:1 DMEM/Ham’s F10 cell culture medium (Gibco/Thermo Fischer scientific, Bleiswijk, The Netherlands) at a concentration of 10% (w/v) and vortexed with glass beats for 15 sec. The suspension was centrifuged for 10 min at 200x*g* and the pellet was re-suspending in 25 ml of ice-cold 1:1 DMEM/Ham’s F10 cell culture medium, centrifuged again, and the pellet was re-suspended in 10 ml of medium. This suspension was homogenised at 4°C for 20 min in an IKA Ultra-Turrax® Tube Drive homogenizer device (IKA, Boom B.V Meppel, The Netherlands) using iron beats and glass beats of different sizes. After placing on ice for 5 min, this homogenisation step was repeated under the same conditions. The homogenate was centrifuged for 10 min at 200x*g* to remove beats and undissolved matter and the supernatant (extract) was harvested and frozen in aliquots at -70°C until use.

**D)** **IPECJ2 in vitro test.**

The effect of extracts prepared from 3 monocultures of micro algae's (C,H, and S) and a mixed culture of micro algae's (AM) was studied in the presence and absence of the enterotoxigenic bacterium Escherichia coli k99 strain (ETEC) as an in vitro challenge. The E.coli-k99 strain with adhesion factor F41 (41/32) was isolated from a mastitis-infected udder. IPECJ2 cells were seeded in 2 cm^2^ tissue culture wells (M24 plates) and grown for 7 days at 37°C and 5% CO2 using 1:1 DMEM/Ham’s F10 medium (Gibco-BRL) supplemented with 5% FCS without antibiotics. For all tests, confluent monolayers were washed twice with medium without FCS (hereafter denoted as medium) and incubated for 1 hour with this medium. Hereafter, the medium was discarded and algae extracts suspended in medium were added to wells with IPECJ2 monolayers and incubated for a period of 2 and 6 hours in the absence and presence of ETEC (±10 cfu per cell). All incubations were tested in duplicate and for each type of extract duplicate control wells containing no additive (only culture medium) or ETEC alone (no extracts) were incubated for 2 and 6 hours. After incubation total RNA was extracted using Trizol (Invitrogen). RNA's extracted from replicate wells were pooled (biological replicates) and each pool was hybridized in duplicate (technical replicates). All the RNA samples scored a RNA integrity number (RIN value) of ≥ 9 (Agilent Lab-on-a-Chip Bioanalyzer).

**E) Labelling, hybridization, scanning and feature extraction of microarrays.**

Briefly, 500 ng RNA of each sample was labelled with the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labelling kit and 600 ng of Cy3 labelled cRNA was used for hybridisation on each patch. Hybridisation and washing of the arrays was performed according to the protocol provided by Agilent Technologies for the One-Color Microarray-Based Gene Expression Analysis Low input Quick Amp Labelling kit. RNA pools were labelled in duplicate and hybridized separately to obtain 2 technical replicates. Arrays were scanned using a DNA microarray scanner with Surescan high resolution Technology (Agilent Technologies) with a resolution of 5 µ, at 16 bits and a PMT of 100%. Feature extraction was performed using protocol 10.7.3.1 (v10.7) for 1 colour gene expression. The files generated by the feature extraction software were loaded in GeneSpring GX 9.0.5, in which a log_2_-transformation and a median normalization (75 percentile) was performed on all probes. Probes with a raw intensity of >60 (flooring) and with a corrected *p-value* of <0.05 (OnewayANOVA significance analysis with asymptotic p-value computation) were selected from the data files, annotated and assigned as differential expressed genes (DEGs) [see reference 22 and 26 in the manuscript].

How the deposited data were processed for this re-analysis (not part of the article)

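The data are the Feature Extraction files of 36 one-colour Agilent arrays and the series matrix, as the authors deposited them. The intensity values used are the processed Cy3 signal of these files, which the authors made by scanning and by background subtraction and detrending in Feature Extraction (version 12.0.1.1 and 20 bit images per the file headers) and deposited without normalization between arrays. The methods of the paper name another version of the program and another bit depth, and the file headers were followed here. Of the 43803 spots with a porcine probe all were read, the 1319 control spots were left out, spots marked as outliers were not used, and no spot was saturated. Repeated spots of a probe were averaged on the log2 scale.

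In the series matrix 34 of 36 columns equal the background-subtracted signal of the arrays, and both columns of S at 6 h are moved by 1 row, which was put right before that matrix was used as an alternative. Log2 intensity minus the 75th percentile of each array over all probes is the main scaling. Each condition is 1 RNA pool of 2 wells on 2 arrays, so the arrays are technical replicates and a difference between pools was reported as an FC, with a fixed rule of size for counts and no test between arrays in the main counts. The rule asks for an FC at or past the cut-off of Table 2, a raw intensity over 60 on both arrays of at least 1 pool and no overlap between the arrays of the 2 pools, and for mixtures at least 3-fold from ETEC alone in the same direction. Slide and scan day were taken from the file headers (6 slides, 2 scan days). Not every gene that was looked up is described in the text, and 1 further gene named in the paper was left out of the analysis and is not reported here.

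Probes have no gene names in the files. A probe with a RefSeq transcript identifier was named through the RefSeq transcript table for the pig assembly Sscrofa11.1 (6838 of 7289 such probes). Others were named by finding the only probe whose FC values are those of a gene in Additional files 2 and 3, within 0.002 log2 with the next probe at least 0.01 away (138 of 140 genes of Additional file 3, 1103 of 1251 genes of Additional file 2 with 2 or more values), or by sharing an identifier with such a probe. Of 303 genes named both ways, 294 had the same name or a synonym, and 8065 probes were named in all. A named gene is represented by its probe with the highest mean signal over all arrays, a choice that uses no FC, and 75 genes that the paper names were looked up. Genes without a named probe are not analysed here by name, while the counts of genes use all distinct identifiers, named or not.

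A bound, written as 'at least', sets the brighter pool against the dim pool, with each dim array at the higher of its own signal and the lowest signal that was well above background on that array.

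Independent RNA samples were compared in limma over pools: the ETEC effect over 9 pairs of pools, its difference between 6 and 2 h, and an extract effect over 4 strata of time and ETEC, on 16100 probes with intensity over 60 in at least 4 pools, with Benjamini-Hochberg correction. For named genes at 6 h an exact one-sided permutation moved the control among the 5 pools with and the 5 pools without ETEC (25 placements). The paper had selected these genes for this order on the same arrays, so a small p restates that selection. Simulations of the array spread drew 100 data sets in which only the difference between the arrays of a pool was present. Alternatives tried are the series matrix, scaling on the median, no filter or the flag for well above background, values under 60 set to 60, limma and one-way ANOVA between arrays, replicate number and slide as blocks, other cut-offs, each replicate left out and each extract left out. After the data were seen, normexp on the median signal with quantile normalization (offset 50, in place of the mean signal, which the files lack), the 75th percentile over the 2692 probes well above background on all arrays, the analysis without replicate 1 of AM-ETEC, and the probe behind the values of Additional file 3 were added.

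The rule of size against the control and limma were also run on simulated data with 200 probes changed 8-fold, and the one-way ANOVA, the rule for mixtures against ETEC alone, the count over all 4 extracts and the exact permutation were not. The rule of size found 87% of them in a simulated comparison built on ETEC 6 h against control 6 h (43601 probes, 4 of 43401 unchanged probes called), and limma between arrays found 95.5% in the same simulated comparison (43601 probes, 11 called). Limma over pools found 99% in a simulated ETEC effect over 9 pairs of pools (16100 probes, 11 of 15900 unchanged probes called), 86.5% in a simulated difference between 6 and 2 h (16100 probes, 10 called) and 99% in a simulated extract effect over 4 strata (16100 probes, 8 called).

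Programs were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.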

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

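The tests on the splits of the pools, on a host response to ETEC, on the signal of the AM arrays, and on the slide, the control pool and the other probes in H and S at 6 h were chosen only after the result was seen, and so were the statistic and the limits used in the tests on bacterial RNA and on the other probes in C-ETEC and H-ETEC at 2 h.

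Of 22 groups of pools searched for values far from the rest, 3 held such a value, where chance alone gives about 1 in 20 groups. In the control at 6 h, 7.07% of the probes differed at least 2-fold between the 2 arrays, more than in the other pools without ETEC at this time. In AM-ETEC this share was 81.6%, and the median difference between the arrays was 2.59 log2. DNAJB1 stood out in AM with a log2 value of 3.83 among the extracts alone. The cause was not tested for these values.

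The ETEC effect differed between 6 and 2 h for 85 probes. In a test of the pool labels, 2 of 100 splits of the pools, the real one included, gave a count as large, and the highest count of another split was 455. The split of the ETEC effect over 9 pairs of pools was matched by 1 of 100 splits, the real one, with at most 2 probes in another split. For the extract effect over 4 strata, where limma found 0 probes and 1348 with an unadjusted p under 0.05, the splits decide nothing, because all 100 of the 100 splits must give a count of at least 0.

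Among the probes, 10 were without signal in every pool without ETEC and had signal on at least 9 of the 18 arrays with ETEC, a limit chosen after the values were seen. Bacterial RNA that hybridises to probes may explain the rise of the AMBP and SLC25A21-AS1 probes. Over 16 pairs of ETEC pools within a time point, SLC25A21-AS1 stood in the same order as these 10 probes in 15 pairs (exact p 0.00278 over 2880 orderings) and AMBP in 16 (exact p 0.000347). Of 14781 probes well above background on at least 27 arrays, 1.79% stood in this order in 15 or more pairs and 0.419% in all pairs, which is more than these exact p values give. At 6 h the order is also the reverse of array brightness, with 75th percentiles from 204 and 402 (ETEC) to 9.83 and 71.0 (AM-ETEC). The scaling alone gives it to a probe with steady raw signal. Raw AMBP was 8446 and 13943 with ETEC and 12027 and 10875 with C-ETEC, and raw SLC25A21-AS1 316 and 459 against 1317 and 1157. The other AMBP probe, of the RefSeq transcript, was in that order in 10 of 16 pairs (exact p 0.281). With 12 or 14 arrays needed in place of 9 the 10 probes became 8 with the same numbers of pairs, and with 16 or 18 arrays they became 7, with 15 pairs for AMBP and 14 for SLC25A21-AS1. The statistic of pairs replaced a rank correlation that was looked at first.

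A host response to ETEC shared by many genes may give this order as well, and the values leave this open. Of 145 probes raised by ETEC at 6 h and measured in medium, 0.69% stood in it in 15 or more pairs, with a median of 7 pairs, but raised probes without signal in medium were left out of this list. The limit of 15 pairs was chosen after the values were seen. A host transcript that follows the number of bacteria would give the same order, and this was not tested.

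Many genes fell in C-ETEC and H-ETEC at 2 h, and a loss of signal at single probes may be the reason in place of a lower transcript level. Of the other probes with the same identifiers 83.5% (C-ETEC) and 90.3% (H-ETEC) were lower at all, against 78 and 78.4% of all such probes, and 51.1 and 52.4% fell at least 1.5-fold, against 36.7 and 37.0% of all such probes, so the 2 explanations cannot be told apart on these values. A limit of 50% of the probes, set first, would have excluded the loss at single probes, and it was raised after the share over all probes was seen.

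The low signal of the AM arrays may explain the lower genes of AM, and for the higher genes this stays open. Of 930 lower probes 681 (73.2%) were not well above background in AM with a limit short of the FC cut-off used for the count, 46 had a limit past it and 203 were measured. Of 438 other probes with the same identifiers as the lower ones 79% were lower, against 52.3% of all such probes. Their median log2 values were -0.73 and -0.04. These values go with a lower transcript level for some of the genes, but the other probes lie on the same dim arrays. Of 827 higher probes 564 (68.2%) were well above background on both AM arrays and on a control array. This does not exclude a shift by the scaling of dim arrays, as the 716 higher genes became 41 with the median in place of the 75th percentile, 318 with normexp and quantile normalization and 443 with the 75th percentile over detected probes. The first form of this test dimmed the control arrays to the brightness of AM, 3.49 and 4.49% of the control, which gave a median of 1.5 genes (highest 3 in 20 simulations), all higher, and it was replaced after the result was seen.

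Most genes past the limit of Table 2 in H and S at 6 h were lower, and a loss of signal at single probes may explain them. Of the other probes with the same identifiers only 24.8% (H, 407 probes) and 33.6% (S, 244 probes) were lower at all, with median log2 values of 0.33 and 0.16, which goes against a lower transcript level for most of these genes. They were still lower more often than all such probes (16.7 and 17.5%, median log2 values 0.39 and 0.33), so some of these genes may be lower as transcripts. In C at 6 h, on the same slide and against the same control, the other probes went the other way, with 65.6% of 61 lower (median -0.41) against 19.6% of all such probes. A fall of at least 1.5-fold was found in 7.37 and 9.02% of them, against 4.01 and 3.07% of all such probes. The limit used for this reading, under 50% of the other probes lower at all, was chosen after the values were seen, and it replaced a limit of 25% on the falls of 1.5-fold and a comparison with all probes.

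The slide may also be the reason why these genes were lower in H and S, and so may a control pool at 6 h with high values for them. Of the 801 probes lower in both H and S, 97.8% were lower in C as well, on the same slide, which decides nothing, because C was set against the same control and the probes were chosen as high in it. On 22 of 27 arrays of other slides the median of the 801 probes was under the control at 6 h too, for example -0.57 and -0.16 log2 on the control arrays of 2 h and -0.66 in ETEC at 6 h, and this choice of probes gives such values as well. On AM array 1, a dim array on the slide of C, H and S, the median was -0.03. With slide as a block the share of higher genes went from 14.0 to 48.8% (H) and from 10.7 to 47.3% (S), but for this slide the block rests on the 2 arrays of AM, which were dim. An effect of the extracts, of the slide and of the control pool cannot be told apart here, as no control array lay on that slide. In H-ETEC against ETEC, on other slides, only 9.24% of the 801 probes were lower, against 54.7% of all probes.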

How the results depend on the processing

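Of 288 values that the results take under other settings, 99 were within 1.5 times the reported value and 189 were not. Numbers of genes per pool that moved further than this are listed by setting, in the order of the settings, and settings chosen only after the result was seen are marked. All other settings were fixed before the data were examined.

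With limma between the arrays of 2 pools (adjusted p under 0.05) the counts became 3 (ETEC 2 h), 116 (ETEC 6 h), 36 (C 6 h), 4 (H 6 h), 321 (H-ETEC 2 h), 1 (S-ETEC 2 h), 25 (S-ETEC 6 h), 2107 (AM-ETEC 6 h) and 0 (C 2 h, H 2 h, S 2 h and S 6 h).

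With limma between arrays and the replicate number as a block (replicate block) the counts became 3 (ETEC 2 h), 118 (ETEC 6 h), 43 (C 6 h), 4 (H 6 h), 358 (H-ETEC 2 h), 1 (S-ETEC 2 h), 28 (S-ETEC 6 h), 2136 (AM-ETEC 6 h) and 0 (C 2 h, H 2 h, S 2 h and S 6 h). This setting pairs the arrays by replicate number, but over 153 pairs of pools the differences between array 1 and array 2 had a median correlation of -0.01 (from -0.52 to 0.60), so the numbers do not pair the arrays.

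With the one-way ANOVA of the methods (unadjusted p) the counts became 126 (ETEC 2 h), 211 (ETEC 6 h), 120 (C 2 h), 181 (C 6 h), 654 (C-ETEC 6 h), 28 (H 2 h), 455 (H 6 h), 272 (H-ETEC 6 h), 303 (S 2 h), 429 (S 6 h), 33 (S-ETEC 2 h), 18 (S-ETEC 6 h), 1008 (AM 6 h) and 85 (AM-ETEC 6 h).

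With the one-way ANOVA and Benjamini-Hochberg correction the counts became 24 (S-ETEC 2 h), 606 (AM 6 h) and 0 (ETEC 2 h, ETEC 6 h, C 2 h, C 6 h, C-ETEC 6 h, H 2 h, H 6 h, H-ETEC 2 h, H-ETEC 6 h, S 2 h, S 6 h, S-ETEC 6 h and AM-ETEC 6 h). Unadjusted, the same test left between 18 and 1008 genes.

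With no filter on dim probes the counts became 17436 (ETEC 2 h), 1230 (ETEC 6 h), 3709 (C 2 h), 2166 (C 6 h), 1358 (C-ETEC 2 h), 17662 (C-ETEC 6 h), 3003 (H 2 h), 3951 (H 6 h), 1179 (H-ETEC 2 h), 18104 (H-ETEC 6 h), 18513 (S 2 h), 3776 (S 6 h), 197 (S-ETEC 2 h), 5343 (S-ETEC 6 h), 24306 (AM 6 h) and 19942 (AM-ETEC 6 h). The added genes rest on probes with an intensity of 60 or less on at least 1 array of each of the 2 pools compared, where signal over background limits what an FC can show.

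With the filter of well above background the counts became 651 (ETEC 2 h), 755 (ETEC 6 h), 555 (C 2 h), 1019 (C 6 h), 314 (H 2 h), 2110 (H 6 h), 1156 (S 2 h), 1914 (S 6 h), 104 (S-ETEC 2 h) and 3241 (AM 6 h).

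With scaled values under 60 set to 60 the counts became 132 (ETEC 2 h), 93 (ETEC 6 h), 117 (C 2 h), 150 (C 6 h), 311 (C-ETEC 2 h), 391 (C-ETEC 6 h), 35 (H 2 h), 569 (H 6 h), 422 (H-ETEC 2 h), 221 (H-ETEC 6 h), 262 (S 2 h), 499 (S 6 h), 16 (S-ETEC 2 h), 17 (S-ETEC 6 h) and 1059 (AM 6 h).

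With normexp and quantile normalization (chosen after the data were seen) the counts became 39 (ETEC 2 h), 77 (ETEC 6 h), 63 (C 2 h), 174 (C 6 h), 223 (C-ETEC 2 h), 287 (C-ETEC 6 h), 17 (H 2 h), 561 (H 6 h), 419 (H-ETEC 2 h), 106 (H-ETEC 6 h), 97 (S 2 h), 442 (S 6 h), 8 (S-ETEC 2 h), 12 (S-ETEC 6 h), 1028 (AM 6 h) and 1752 (AM-ETEC 6 h).

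With the median in place of the 75th percentile the counts became 436 (ETEC 2 h), 984 (C-ETEC 2 h), 3991 (C-ETEC 6 h), 2847 (H 6 h), 3438 (H-ETEC 6 h), 1156 (S 2 h), 2370 (S 6 h), 125 (S-ETEC 2 h), 459 (S-ETEC 6 h), 9771 (AM 6 h) and 4601 (AM-ETEC 6 h).

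With the series matrix values the counts became 833 (H-ETEC 6 h), 251 (S-ETEC 6 h), 2857 (AM 6 h) and 1915 (AM-ETEC 6 h).

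With the 75th percentile over detected probes (chosen after the data were seen) the counts became 1573 (C 6 h), 127 (H 2 h), 1957 (H 6 h), 703 (H-ETEC 6 h), 830 (S 2 h), 98 (S-ETEC 2 h) and 264 (S-ETEC 6 h).

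With slide as a block the counts became 1645 (C 6 h), 2774 (C-ETEC 6 h), 3170 (H 6 h), 679 (H-ETEC 6 h), 2990 (S 6 h) and 333 (S-ETEC 6 h). Slide was not estimable as a block for C, H, C-ETEC, H-ETEC and S-ETEC at 2 h, and scan date as a block was fitted but not counted. The second scan day held exactly the arrays of 1 slide.

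At a fold cut-off of 2 the counts became 1192 (ETEC 6 h), 2319 (C 6 h) and 3812 (AM 6 h).

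At a fold cut-off of 3 the counts became 46 (ETEC 2 h), 22 (C 2 h), 7 (H 2 h), 406 (H 6 h), 110 (S 2 h) and 291 (S 6 h).

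Without the additional rule against ETEC alone the counts became 944 (C-ETEC 2 h), 1754 (C-ETEC 6 h), 982 (H-ETEC 6 h), 242 (S-ETEC 2 h) and 704 (S-ETEC 6 h).

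With 1 replicate left out, so that each pool is 1 array, the counts ranged from the lower to the higher of the 2 possible values: 459 to 645 (ETEC 2 h), 565 to 1382 (ETEC 6 h), 499 to 535 (C 2 h), 864 to 1790 (C 6 h), 692 to 851 (C-ETEC 2 h), 1108 to 1368 (C-ETEC 6 h), 236 to 525 (H 2 h), 1858 to 2849 (H 6 h), 770 to 925 (H-ETEC 2 h), 625 to 659 (H-ETEC 6 h), 767 to 1166 (S 2 h), 1932 to 2440 (S 6 h), 79 to 195 (S-ETEC 2 h), 162 to 515 (S-ETEC 6 h), 1972 to 2350 (AM 6 h) and 959 to 5271 (AM-ETEC 6 h). For AM-ETEC the dim replicate 1 alone gives the higher count.

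Genes raised by all 4 extracts alone at 6 h, 10 in the reported setting, became 289 at a fold cut-off of 1.5, 2 at a fold cut-off of 3, 87 with no filter on dim probes, 3 with the median in place of the 75th percentile, 3 with the 75th percentile over detected probes and 4 with normexp and quantile normalization. With 1 replicate left out the number ranged from 19 to 22. In every setting the rule also asked for less than 2-fold with ETEC alone.

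The ETEC effect over 9 pairs of pools (14 probes) became 4315 probes with the median in place of the 75th percentile, of which 4254 were lower, and 6 with normexp and quantile normalization. With replicates, extracts or replicate 1 of AM-ETEC left out it ranged from 8 to 20 probes.

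The ETEC effect at 6 h against 2 h (85 probes) became 0 with no filter on dim probes in limma (2047 probes with an unadjusted p under 0.05), 44 with the filter of well above background, 15 with the series matrix values, 126 with the median in place of the 75th percentile, 16 with the 75th percentile over detected probes and 1 with normexp and quantile normalization. With replicates or replicate 1 of AM-ETEC left out it ranged from 0 to 529 probes in limma, and the count of 0 (without replicate 2) goes with 1470 probes at an unadjusted p under 0.05. This number may therefore rest on single arrays.

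The extract effect over 4 strata stayed at 0 probes in limma under every alternative, with 598 to 10518 probes at an unadjusted p under 0.05.

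Of 276 measured FC values of named genes 98 were past the FC limit of their pool, and 9 of these changed direction or lost it under an alternative. With normexp and quantile normalization these were ISG15 in ETEC 2 h (2.24 to 0.801), ISG15 in S 2 h (2.73 to 0.662), ISG15 in S-ETEC 2 h (3.42 to 0.868), ITGB3 in C-ETEC 2 h (4.18 to 0.983), ITGB3 in AM 6 h (12.0 to 0.651), ITGB3 in C-ETEC 6 h (4.42 to 1.00), ITGB3 in H-ETEC 6 h (5.24 to 0.772) and ITGB3 in AM-ETEC 6 h (7.94 to 0.764), where a value under 1 is the other direction. With scaled values under 60 set to 60 it was SLC25A21-AS1 in S 6 h (2.49 times lower to 1.00).

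Counted over the 276 values, 209 moved by more than the spread between the arrays with the median in place of the 75th percentile, 181 with the 75th percentile over detected probes, 168 with normexp and quantile normalization (8 reversed), 64 with the series matrix values and 36 with scaled values under 60 set to 60. With the probe of Additional file 3, chosen after the values were seen, 55 of 73 values moved. With 1 replicate left out none of the 276 moved, which says nothing about stability, because with 2 arrays a single array cannot lie further from their mean than this spread.

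With the median in place of the 75th percentile the share of counted genes that were higher moved by more than 10 percentage points, from 59.6 to 13.8% (ETEC 2 h), from 37.0 to 73.4% (ETEC 6 h), from 45.5 to 29.7% (C 2 h), from 3.41 to 14.1% (C 6 h), from 53.3 to 6.81% (C-ETEC 2 h), from 31.4 to 0.53% (C-ETEC 6 h), from 48.8 to 24.7% (H 2 h), from 14.0 to 82.8% (H 6 h), from 43.7 to 22.4% (H-ETEC 2 h), from 62.8 to 0.96% (H-ETEC 6 h), from 50.6 to 7.87% (S 2 h), from 10.7 to 85.0% (S 6 h), from 23.8 to 2.4% (S-ETEC 2 h), from 25.2 to 0.65% (S-ETEC 6 h), from 44.8 to 0.42% (AM 6 h) and from 25.3 to 0.74% (AM-ETEC 6 h).

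With the 75th percentile over detected probes the share of counted genes that were higher moved by more than 10 percentage points, from 59.6 to 28.9% (ETEC 2 h), from 37.0 to 25.3% (ETEC 6 h), from 45.5 to 17.9% (C 2 h), from 53.3 to 76.9% (C-ETEC 2 h), from 31.4 to 8.15% (C-ETEC 6 h), from 48.8 to 11.8% (H 2 h), from 14.0 to 2.3% (H 6 h), from 43.7 to 65.2% (H-ETEC 2 h), from 62.8 to 17.0% (H-ETEC 6 h), from 50.6 to 13.6% (S 2 h), from 23.8 to 7.14% (S-ETEC 2 h), from 25.2 to 1.89% (S-ETEC 6 h), from 44.8 to 23.7% (AM 6 h) and from 25.3 to 81.5% (AM-ETEC 6 h).

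With normexp and quantile normalization the share of counted genes that were higher moved by more than 10 percentage points, from 59.6 to 82.1% (ETEC 2 h), from 37.0 to 74.0% (ETEC 6 h), from 53.3 to 84.8% (C-ETEC 2 h), from 48.8 to 70.6% (H 2 h), from 62.8 to 94.3% (H-ETEC 6 h), from 23.8 to 87.5% (S-ETEC 2 h), from 25.2 to 41.7% (S-ETEC 6 h), from 44.8 to 30.9% (AM 6 h) and from 25.3 to 36.2% (AM-ETEC 6 h).

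With the series matrix values the share of counted genes that were higher moved by more than 10 percentage points, from 62.8 to 31.1% (H-ETEC 6 h), from 25.2 to 7.97% (S-ETEC 6 h), from 44.8 to 24.2% (AM 6 h) and from 25.3 to 13.6% (AM-ETEC 6 h).

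With slide as a block the share of counted genes that were higher moved by more than 10 percentage points, from 3.41 to 36.8% (C 6 h), from 31.4 to 57.4% (C-ETEC 6 h), from 14.0 to 48.8% (H 6 h), from 10.7 to 47.3% (S 6 h) and from 25.2 to 57.4% (S-ETEC 6 h). With scaled values under 60 set to 60 this share became 90.2% (ETEC 2 h), 80.6% (ETEC 6 h), 56.4% (C 2 h) and 68.8% (C-ETEC 2 h). It also became 59.3% (C-ETEC 6 h), 80% (H 2 h), 97.7% (H-ETEC 6 h) and 83.3% (S 2 h). For S-ETEC it was 81.2% (2 h) and 70.6% (6 h), and the other pools moved less. Without a filter on dim probes the share moved as well, for example to 97.7% (ETEC 2 h) and 25.2% (ETEC 6 h).

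The median log2 difference from the control over all measured probes was further than 0.1 from 0 with the reported scaling 0.27 (C 6 h), -0.30 (C-ETEC 2 h), 0.26 (H 6 h), -0.28 (H-ETEC 2 h), 0.19 (S 6 h), 0.12 (S-ETEC 6 h) and -0.66 (AM-ETEC 6 h), with the median in place of the 75th percentile -0.32 (ETEC 2 h), 0.49 (ETEC 6 h), 0.44 (C 6 h), -1.07 (C-ETEC 2 h), -1.06 (C-ETEC 6 h), 0.68 (H 6 h), -0.72 (H-ETEC 2 h), -1.14 (H-ETEC 6 h), -0.41 (S 2 h), 0.65 (S 6 h), -0.59 (S-ETEC 2 h), -0.21 (S-ETEC 6 h), -2.31 (AM 6 h) and -2.19 (AM-ETEC 6 h), with the 75th percentile over detected probes -0.20 (ETEC 2 h), -0.13 (C 2 h), -0.31 (C 6 h), -0.16 (C-ETEC 2 h), -0.45 (C-ETEC 6 h), -0.17 (H 2 h), -0.11 (H 6 h), -0.17 (H-ETEC 2 h), -0.56 (H-ETEC 6 h), -0.30 (S 2 h), -0.39 (S-ETEC 2 h), -0.38 (S-ETEC 6 h), -0.36 (AM 6 h) and 0.44 (AM-ETEC 6 h), with normexp and quantile normalization -0.12 (C-ETEC 2 h), -0.14 (H-ETEC 6 h), -0.33 (AM 6 h) and -0.56 (AM-ETEC 6 h), with the series matrix values 0.26 (C 6 h), -0.31 (C-ETEC 2 h), 0.11 (C-ETEC 6 h), 0.26 (H 6 h), -0.26 (H-ETEC 2 h), 0.19 (S 6 h), 0.13 (S-ETEC 6 h), -0.29 (AM 6 h) and -1.08 (AM-ETEC 6 h).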

Differences from the paper's values

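Numbers of genes are named as different when they lie more than 1.5 times apart. The paper counts unique genes and the numbers here count distinct identifiers, named or not, which by itself can make them higher. An FC is named as different when it lies more than 1.5 times from the paper's FC and also further than the spread (SD) between the FC of the 2 replicates, or in the other direction. An FC that is only a bound is named as different when it exceeds the paper's FC by more than 1.5 times or has the other direction. The alternatives named are those that had been fixed before the data were examined. Tests named as chosen after the values were seen come last.

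For ETEC 2 h 239 genes were counted here and the paper's number is 130, which was reached within 1.5 times under the one-way ANOVA with unadjusted p (126) and values under 60 set to 60 (132) and under none of the other alternatives. For ETEC 6 h 392 genes were counted here and the paper's number is 75, which was reached within 1.5 times under values under 60 set to 60 (93) and under none of the other alternatives. For C 2 h 233 genes were counted here and the paper's number is 107, which was reached within 1.5 times under the one-way ANOVA with unadjusted p (120) and values under 60 set to 60 (117) and under none of the other alternatives. For C 6 h 615 genes were counted here and the paper's number is 47, which was reached within 1.5 times under limma between arrays (36) and limma between arrays with replicate block (43) and under none of the other alternatives. For C-ETEC 2 h 584 genes were counted here and the paper's number is 232, which was reached within 1.5 times under values under 60 set to 60 (311) and under none of the other alternatives. For C-ETEC 6 h 1027 genes were counted here and the paper's number is 114, and no alternative came within 1.5 times of it. For H 2 h 80 genes were counted here and the paper's number is 30, which was reached within 1.5 times under the one-way ANOVA with unadjusted p (28) and values under 60 set to 60 (35) and under none of the other alternatives. For H 6 h 1263 genes were counted here and the paper's number is 96, and no alternative came within 1.5 times of it.

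For H-ETEC 2 h 782 genes were counted here and the paper's number is 409, which was reached within 1.5 times under limma between arrays (321), limma between arrays with replicate block (358) and values under 60 set to 60 (422) and under none of the other alternatives. For H-ETEC 6 h 426 genes were counted here and the paper's number is 100, and no alternative came within 1.5 times of it. For S 2 h 527 genes were counted here and the paper's number is 272, which was reached within 1.5 times under the one-way ANOVA with unadjusted p (303) and values under 60 set to 60 (262) and under none of the other alternatives. For S 6 h 1112 genes were counted here and the paper's number is 91, and no alternative came within 1.5 times of it. For S-ETEC 2 h 63 genes were counted here and the paper's number is 14, which was reached within 1.5 times under values under 60 set to 60 (16) and under none of the other alternatives. For S-ETEC 6 h 103 genes were counted here and the paper's number is 37, which was reached within 1.5 times under limma between arrays (25) and limma between arrays with replicate block (28) and under none of the other alternatives. For AM 6 h 1595 genes were counted here and the paper's number is 727, which was reached within 1.5 times under the one-way ANOVA with unadjusted p (1008), the one-way ANOVA with Benjamini-Hochberg correction (606) and values under 60 set to 60 (1059) and under none of the other alternatives. For AM-ETEC 6 h 1056 genes were counted here and the paper's number is 292, and no alternative came within 1.5 times of it.

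A value under 1 beside a direction means that the gene moved the other way. COL1A1 was 1.09 times higher in AM-ETEC 6 h here, while the paper's value is about 5.9 times higher in Fig. 3, read by eye, and no alternative came near it. COL17A1 was 0.492 times lower in AM 6 h here, while the paper's value is about 2.3 times lower in Fig. 3, read by eye, which was reached only under the median in place of the 75th percentile (2.31). COL17A1 was 0.465 times lower in AM-ETEC 6 h here, while the paper's value is about 3.5 times lower in Fig. 3, read by eye, and no alternative came near it. Only 1 probe each was named for COL1A1 and COL17A1. Whether Fig. 3 rests on these probes is not known, so another probe may explain these 3 differences.

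Of 194 FC values set beside Additional files 2 and 3, none of the 113 read from the same probe differed, and 36 of the 81 read from another probe of the gene did. The 113 could not differ, because only values that match a probe within 0.002 log2 were used, so they are no test of agreement. Where no alternative is named, the paper's value stayed different by this rule under all 5 that apply to named genes. ANXA1 was 1.16 times higher in ETEC 2 h (the paper's 2.034), 1.28 times higher in S 2 h (the paper's 3.034) and 1.03 times higher in S-ETEC 2 h (the paper's 4.791). BTRC was 0.927 times lower in ETEC 2 h (the paper's 2.048), 1.39 times lower in C-ETEC 2 h (the paper's 3.054, reached with the median in place of the 75th percentile at 2.37) and 1.56 times lower in H-ETEC 2 h (the paper's 3.895). HSPA1A/B was 0.982 times higher in ETEC 6 h (the paper's 1.602, reached with the median in place of the 75th percentile at 1.32), 1.78 times higher in S 6 h (the paper's 2.685, reached with the median in place of the 75th percentile at 2.46 and without replicate 1 at 2.1), 8.32 times higher in AM 6 h (the paper's 18.01), 0.873 times higher in C-ETEC 6 h (the paper's 2.14), 1.4 times higher in H-ETEC 6 h (the paper's 2.786) and 0.601 times higher in AM-ETEC 6 h (the paper's 3.858). DNAJB1 was 1.71 times higher in S 6 h (the paper's 2.618, reached with the median in place of the 75th percentile at 2.36 and without replicate 2 at 1.92) and 1.29 times higher in AM-ETEC 6 h (the paper's 3.436). SPARC was 4.63 times lower in AM 6 h (the paper's 10.78).

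CXCL2 was 9.16 times higher in C-ETEC 6 h (the paper's 13.95, reached without replicate 1 at 9.93). THBS1 was 0.559 times higher in C 6 h (the paper's 1.837), 1.15 times lower in H 6 h (the paper's 14.47), 1.23 times lower in S 6 h (the paper's 2.66), 0.978 times higher in AM 6 h (the paper's 5.082), 1.25 times higher in C-ETEC 6 h (the paper's 5.877), 2.47 times higher in H-ETEC 6 h (the paper's 10.74), 1.54 times higher in S-ETEC 6 h (the paper's 3.787) and 0.874 times higher in AM-ETEC 6 h (the paper's 3.769). DBI was 1.29 times lower in C-ETEC 2 h (the paper's 3.062, reached with the median in place of the 75th percentile at 2.19). ACSL1 was 0.672 times lower in C-ETEC 6 h (the paper's 1.934, reached with the median in place of the 75th percentile at 1.5) and 1.00 times lower in AM-ETEC 6 h (the paper's 1.908). ACSL4 was 2.04 times lower in C-ETEC 2 h (the paper's 7.284) and 1.84 times lower in H-ETEC 2 h (the paper's 24.65). CPT1A was 0.776 times higher in C-ETEC 6 h (the paper's 1.702) and 0.253 times higher in AM-ETEC 6 h (the paper's 2.994, not reached without replicate 1 at 1.22 but within the spread of the arrays). PEX19 was 1.07 times higher in C-ETEC 6 h (the paper's 3.271) and 0.243 times higher in AM-ETEC 6 h (the paper's 10.81). PTGS2 was 2.07 times lower in C 6 h (the paper's 4.571), 1.03 times lower in H 6 h (the paper's 2.023) and 1.11 times lower in S 6 h (the paper's 2.076).

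With the probe behind the values of Additional file 3, a setting chosen after the values were seen, these FC values return to those of the paper where both pools were measured. This return was fixed in advance, because that probe was found by its match to these values. With normexp and quantile normalization, also chosen after the values were seen, some counts come near the paper's as well, with 419 genes for H-ETEC at 2 h, 223 for C-ETEC at 2 h, 77 for ETEC at 6 h and 106 for H-ETEC at 6 h.

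In direction and order, these statements of the paper came out otherwise here. CXCL2 and CXCL8 were raised by ETEC alone at 6 h, although Table 6 lists genes not raised by ETEC alone, and ITGB3 was raised by ETEC alone at 2 h on 1 of 2 probes. MYLK was higher with C and H and lower with their mixtures at 2 h. On their brighter probes ISG15 (2 h) and NFKBIE (6 h) stayed raised in C-ETEC and H-ETEC, while on their second probes they were lower than with ETEC alone. TNFAIP3 was raised by S alone at 2 h on 2 of 3 probes. The lower ERCC's of the paper, given without a gene or time, are left undecided, as only ERCC1 and ERCC6 had a named probe. ERCC1 was not lower with the extracts alone at 6 h, with 1.8 times higher in C and 1.11 times higher in AM. With C, H and S, ERCC6 was lower at 2 h and higher at 6 h, where its probes disagreed. Fewer genes at 6 h than at 2 h, which the paper gives for C and S, were not found with the rule used here, where both numbers rose, but without a filter on dim probes both fell (C from 3709 to 2166, S from 18513 to 3776). The text and Table 2 of the paper give 2 different numbers for S at 6 h, and Table 6 lists 1 gene more than the text names. SLC25A21-AS1 and COL1A1, given as raised by AM, were not well above background on either AM array, each on the only probe named here.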

Other observations

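The tests on the splits of the pools and on the identifiers of the 801 probes were chosen only after the result was seen, and so were the statistic and the limit on arrays in the test on bacterial RNA.

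The probe with the largest ETEC effect over the 9 pairs of pools, identifier AY864607, rose by 8.38 log2 on average (adjusted p 1.53e-05 in limma), and A_72_P319443 and A_72_P424934 rose by 6.14 and 5.94 log2, all of them in every pair. The text of the paper does not discuss these probes. In the pairs with an extract the pools with and without ETEC lay mostly on different slides. Because SLC25A21-AS1 and AMBP stood in the order of the 10 probes that were silent without ETEC in 15 and 16 of 16 pairs, bacterial RNA on the array may be part of the ETEC signal, and a test with RNA of ETEC alone on the array would help to decide it. The scaling of arrays of unequal brightness can give this order at 6 h as well, so the order alone does not decide it.

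Of genes at least 2-fold higher with all 4 extracts alone at 6 h, TAF1D (ENSSSCT00000016304) rose 5.08, 3.31, 3.39 and 26.2 times with C, H, S and AM, and 1.71 times with ETEC. RPS26 (NM_001097481) rose 3.14, 2.06, 2.03 and 4.34 times, and PARD6B (NM_001130532) and HIST4H4 (AK233798) belonged to the same 10 genes. The cause was not tested.

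Among the probes whose ETEC effect differed between 6 and 2 h, CO938958 was 3.66 log2 higher and TC543991 2.87 log2 lower (a log2 value of -2.87) at 6 h than at 2 h. This division of the pools was matched in size by 2 of 100 splits, so single probes of it may still be due to how the pools were divided.

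The 801 probes lower in both H and S at 6 h carry identifiers of assembled or unnamed transcripts (TC or A_72) in 56.8% of cases, against 27.3% of all probes over 60 in the control. Whether the extracts, the slide or the control pool lies behind them is open, and a control array on that slide would help to decide it.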
